# ADAMTS18^+^ villus tip telocytes maintain a polarized VEGFA signaling domain and fenestrations in nutrient-absorbing intestinal blood vessels

**DOI:** 10.1038/s41467-022-31571-2

**Published:** 2022-07-09

**Authors:** Jeremiah Bernier-Latmani, Cristina Mauri, Rachel Marcone, François Renevey, Stephan Durot, Liqun He, Michael Vanlandewijck, Catherine Maclachlan, Suzel Davanture, Nicola Zamboni, Graham W. Knott, Sanjiv A. Luther, Christer Betsholtz, Mauro Delorenzi, Cathrin Brisken, Tatiana V. Petrova

**Keywords:** Body patterning, Angiogenesis, Metabolomics

## Abstract

The small intestinal villus tip is the first point of contact for lumen-derived substances including nutrients and microbial products. Electron microscopy studies from the early 1970s uncovered unusual spatial organization of small intestinal villus tip blood vessels: their exterior, epithelial-facing side is fenestrated, while the side facing the villus stroma is non-fenestrated, covered by pericytes and harbors endothelial nuclei. Such organization optimizes the absorption process, however the molecular mechanisms maintaining this highly specialized structure remain unclear. Here we report that perivascular LGR5^+^ villus tip telocytes (VTTs) are necessary for maintenance of villus tip endothelial cell polarization and fenestration by sequestering VEGFA signaling. Mechanistically, unique VTT expression of the protease ADAMTS18 is necessary for VEGFA signaling sequestration through limiting fibronectin accumulation. Therefore, we propose a model in which LGR5^+^ ADAMTS18^+^ telocytes are necessary to maintain a “just-right” level and location of VEGFA signaling in intestinal villus blood vasculature to ensure on one hand the presence of sufficient endothelial fenestrae, while avoiding excessive leakiness of the vessels and destabilization of villus tip epithelial structures.

## Abstract (web summary)

The molecular mechanisms ensuring the specialized structure of small intestinal villus tip blood vessels are incompletely understood. Here the authors show that ADAMTS18^+^ telocytes maintain a “just-right” level and location of VEGFA signaling on intestinal villus blood vessels, thereby ensuring the presence of endothelial fenestrae for nutrient absorption, while avoiding excessive leakiness and destabilization of villus tip epithelial structures.

## Introduction

VEGFA is a potent hypoxia-driven angiogenic factor essential for developmental and pathological angiogenesis^1^. In adult animals VEGFA-dependent vascular beds are limited to organs where rapid solute exchange is necessary for proper function including the kidney, pancreas, endocrine organs and the small intestine^2,3^. Small intestinal villi harbor distinct blood vessels specialized for nutrient uptake, enabling absorption rates at least 100-fold higher than other vessels^4^. VEGFA is highly expressed in intestinal villi and this expression is driven by a gradient of decreasing pO_2_ towards the villus tip^5^. It has been proposed that this hypoxic gradient is created by the hairpin turn in blood flow at the villus tip which creates a countercurrent exchange whereby O_2_ diffusing from arterioles is shunted to venules before reaching the villus tip^6^.

VEGFA signaling increases proliferation, migration, survival, sprouting and permeability of endothelial cells^1^. Correspondingly, VEGFA maintains a dense, filopodia-rich adult intestinal villus vasculature^2,3,7,8^. VEGFA signaling is highlighted at the villus tip by endothelial cell expression of VEGFR3 and ESM1^7,9^, markers of active VEGFA signaling during development and in other adult vessel beds^3,10–14^. VEGFA also promotes blood vessel permeability through the formation of small pores in the endothelial cell membrane, called fenestrations^2,3,15–17^. Endothelial fenestrations are highly dependent on VEGFA signaling as blockade of this pathway restores a non-fenestrated endothelial membrane^2,3^. In the small intestine, most nutrient absorption occurs at the villus tip^18,19^ and electron microscopy (EM) revealed that villus tip vessels maintain a fenestrated endothelium^20,21^, likely accounting for their efficient nutrient absorption capacity. Intriguingly, fenestrations are restricted to the endothelial membrane facing the intestinal epithelium, while endothelial nuclei are positioned towards the villus core^22,23^. This polarization ensures an absorptive endothelial surface directed towards epithelial cells, the source of nutrient entry, however, mechanisms maintaining this unique cellular architecture remain unknown. Here, we show that a population of telocytes maintains villus tip endothelial cell polarization by restricting VEGFA accumulation through ADAMTS18-dependent extracellular matrix proteolysis.

## Results

### Villus tip endothelial cell polarization is VEGFA-dependent

To confirm previous EM observations of the small intestinal villus tip, we analyzed this structure by whole-mount immunostaining. As expected, markers of high endothelial VEGFA signaling VEGFR3 and ESM1^3,10–14^ were enriched in villus tip vessels (Fig. 1a, b; Supplementary Fig. 1a), corresponding with high villus tip hypoxia (Supplementary Fig. 1b) and their expression was decreased after VEGFA signaling blockade (Supplementary Fig. 1c). We confirmed that endothelial cell nuclei at the villus tip are polarized to the villus core side of the vessel and are absent from the epithelial side by staining for the endothelial transcription factor ERG (Fig. 1c). Typically, a single pericyte was detected on the villus core side of the villus tip endothelial cells as determined by staining for NG2 (Fig. 1d). In normal vessels, endothelial cells are evenly spaced so that any given vessel segment is composed of at least two endothelial cells. During development, blood vessel anastomosis and regression impose distinct endothelial cell arrangements to maintain vessel patency. Some of these cellular arrangements result in single lumenized endothelial cells which can be recognized by staining for endothelial cell junctions^24^. Staining for the endothelial adherens junction protein VE-cadherin revealed most villus tip endothelial cells take on this unicellular tube configuration (Fig. 1e). This arrangement allows the epithelial side of endothelial cells to be devoid of a nucleus and cell junctions, instead it can present an “open-faced” fenestrated membrane for nutrient absorption.

**Fig. 1:**
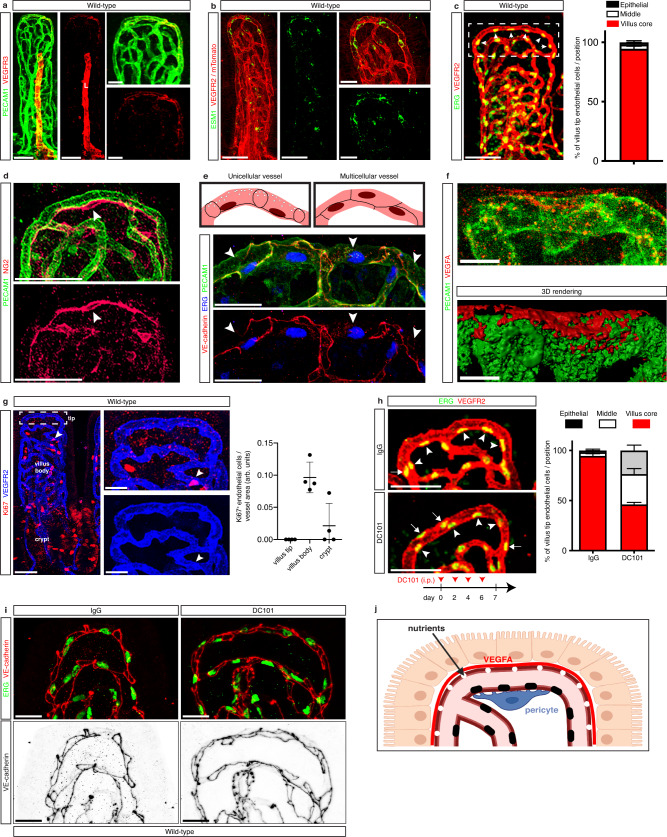
Intestinal villus tip endothelial cell polarization is VEGFA-dependent. **a**, **b** Villus tip endothelial cells display high VEGFA signaling. Staining for (**a**) VEGFR3 (red) and PECAM1 (green) and (**b**) ESM1 (green) and VEGFR2 (red) of adult (**a**) C57BL/6 and (**b**) mTomato small intestinal villus tip vessels. L, lymphatic vessel. **c** Endothelial cell nuclei are polarized to the villus core side of villus tip vessels. Staining for ERG (green) and VEGFR2 (red) in C57BL/6 adult mice. Box denotes villus tip area. Quantification of endothelial cell nuclei positioning in the villus tip vessel; *n* = 3 mice. **d** Pericytes are positioned on the villus core side of villus tip vessels. Staining for NG2 (red, arrowhead) and PECAM1 (green). **e** Villus tip vessels consist of unicellular endothelial tubes. Cartoon representing differences in cell-cell junction patterning (black lines) between multicellular and unicellular vessels. Villus tip vessels (PECAM1, green) display lumenized endothelial cells based on cell-cell junction immunostaining (VE-cadherin, red) and “open faces” (arrowheads) towards epithelial cells. **f** VEGFA is concentrated to the epithelial side of villus tip vessels. Staining for VEGFA (red) and PECAM1 (green); bottom, 3D rendering of top image. **g** Villus tip endothelial cells do not proliferate. Staining for VEGFR2 (blue) and Ki67 (red) in C57BL/6 adult mice. Quantification of Ki67^+^ endothelial cells in the crypts, villus body (arrowhead) and villus tips; *n* = 4 mice. **h** Villus tip endothelial cell nuclei polarization is VEGFA-dependent. Staining for VEGFR2 (red) and ERG (green). Quantification of endothelial cell nuclei position on the villus core (arrowheads), middle, or epithelial sides (arrows) of the villus tip vessel in control- and DC101-treated adult C57BL/6 mice; *n* = 3 mice. **i** Unicellular arrangement of villus tip blood vessels is VEGFA-dependent. Staining for endothelial cell nuclei (green, ERG) and endothelial cell junctions (red, VE-cadherin). **j** Villus tip endothelial nuclei are positioned on the villus core side of the vessel, aligning with pericytes, while the endothelial membrane with fenestrations faces the epithelium. VEGFA is sequestered on the epithelium-facing part of the vessel (created with biorender.com). All microscopic images were generated by whole-mount immunostaining. Scale bars: 50 μm: **a**, **b**, **c**, **d**, **g**, **h**; 20 μm: **e**, **g** (inset), **i**; 10 μm: **f**. All values shown as mean ± SD. Source data are provided as a Source Data file.

Cell membrane fenestration is limited to the epithelial side of villus tip endothelial cells^22^ and VEGFA is a well-known inducer of fenestration^2,3,15–17^. Given this particular distribution we hypothesized that VEGFA was sequestered to the epithelial side of villus tip endothelial cells. Immunostaining revealed that VEGFA was preferentially deposited on the epithelial side of villus tip endothelial cells, consistent with our hypothesis (Fig. 1f).

One main outcome of VEGFA signaling is increased endothelial cell proliferation^1^. Given the high level of VEGFA signaling at the villus tip we analyzed endothelial cell proliferation by immunostaining for Ki67. Spatial analysis showed rare Ki67^+^ endothelial cells limited to the villus body, while no Ki67^+^ endothelial cells were observed at the villus tip (Fig. 1g). These observations suggest that VEGFA signaling at the villus tip does not promote proliferation, rather is necessary to maintain a fenestrated endothelium poised for nutrient absorption.

We next tested whether VEGFA signaling regulates villus tip endothelial cell polarization by treating mice with the antibody DC101, which blocks the interaction of VEGFA with its receptor VEGFR2^25^. DC101-treated mice displayed markedly randomized distribution of villus tip endothelial nuclei, which were found equally on the epithelial and villus core side of the vessel (Fig. 1h). Additionally, analysis of endothelial cell junctions revealed a switch from unicellular tubes to multicellular vessels at the villus tip (Fig. 1i). These results show that sequestered VEGFA signaling at the villus tip is necessary for maintenance of the polarized endothelial cell phenotype (Fig. 1j).

### *Lgr5*^+^ villus tip telocytes are aligned with polarized villus tip vessels

Since VEGFA signaling maintained distinct endothelial patterning at the villus tip we sought to identify cells controlling VEGFA availability. VEGFA is sequestered to the epithelial side of endothelial cells (Fig. 1f). Stromal cells are positioned in the space between epithelial cells and blood vessels and form a sheath around the intestinal villus core^26,27^. These cells are alternatively labeled as subepithelial fibroblasts, myofibroblasts^28^ or telocytes^27^ and we hypothesized they could play a role in controlling VEGFA availability at the villus tip.

Lacking a specific marker for villus tip subepithelial cells we serendipitously found one while analyzing *Lgr5-eGFP-CreERT2* mice^29^. These mice are a reporter for epithelial crypt ISCs (Fig. 2a), however whole-mount immunostaining revealed a second, villus tip stromal GFP^+^ cell population (Fig. 2a, b). These cells have a distinct elongated shape and their distal ends are composed of dense, highly branched processes wrapped around the villus tip blood capillary and positioned directly between villus tip epithelial and endothelial cells, while the main cell body with short processes extends into the villus core (Fig. 2b, c). Recently, *Lgr5*^+^ villus tip stromal cells interacting with epithelial cells were described as villus tip telocytes (VTTs)^30^; for clarity we will use the same nomenclature.

**Fig. 2:**
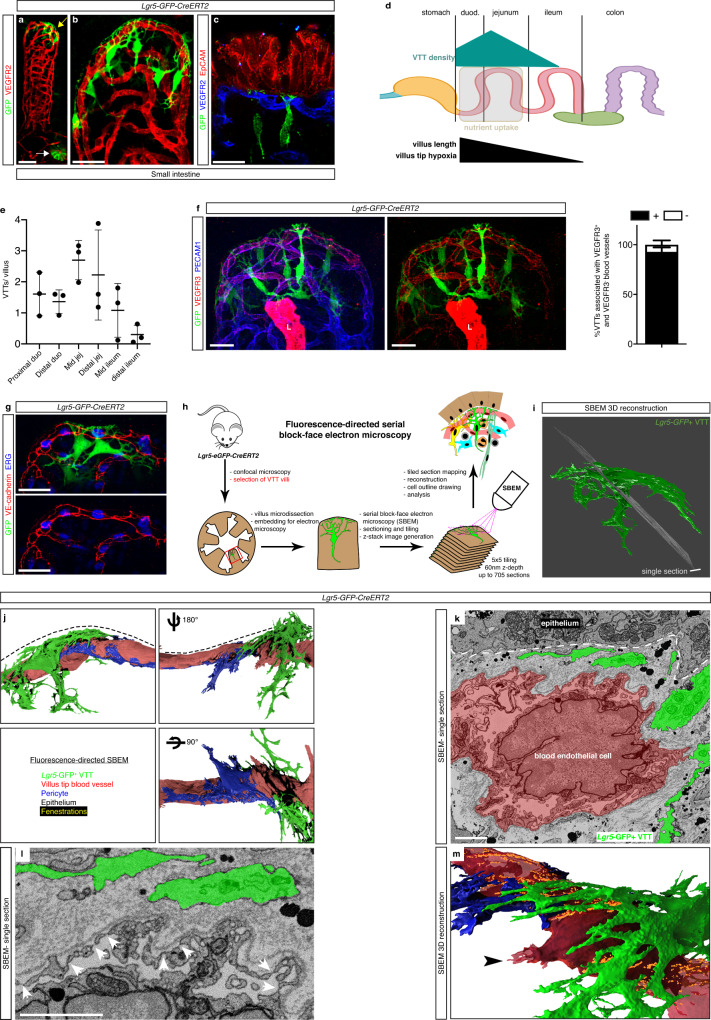
*Lgr5*^+^ villus tip telocytes are aligned with polarized villus tip vessels. **a**, **b** *Lgr5*^+^-GFP villus tip telocytes (VTTs, yellow arrow) are distinct from *Lgr5*^+^ epithelial stem cells (white arrow) and are associated with villus tip blood vessels. Staining for VEGFR2 (red) and GFP (green). **c** VTT extensions are located between villus tip vessels and epithelial cells, the cell body is in the villus core. Staining for VEGFR2 (blue), GFP (green) and EpCAM (red). **d** Scheme of relative VTT density along the small intestine. VTTs are enriched in the proximal small intestine, corresponding to the zone with longest villus length and highest villus tip hypoxia (created with biorender.com). **e** Quantification of number of VTTs per villus in indicated intestinal regions; *n* = 3 mice. **f** VTTs are associated with high VEGFA signaling villus tip endothelial cells. Staining for PECAM1 (blue), VEGFR3 (red) and GFP (green). Quantification of percentage VTT associated with either VEGFR3^+^ or VEGFR3^−^ villus tip vessels of *Lgr5-GFP-CreERT2* mice; *n* = 3 mice. L, lymphatic vessel. **g** VTTs drape cellular extensions over villus tip endothelial cell “open-faces”. Staining for VE-cadherin (red), ERG (blue) and GFP (green). **h** Workflow of fluorescence-directed serial block-face electron microscopy (SBEM) in *Lgr5-EGFP-CreERT2* adult mice. **i** 3D reconstruction of a VTT derived from hand tracing across serial electron micrographs. **j** VTTs drape extensions between the villus tip vessel and the epithelium, while pericytes extend along the opposite villus core side of the vessel. 3D reconstruction of the villus tip from serial EM images of a *Lgr5-GFP-CreERT2* mouse. Pseudo-coloring for VTTs (green), blood vessels (red), pericyte (blue), fenestrations (yellow). Epithelium, dotted line. **k** VTTs are separated from villus tip endothelial cells by a fibrillar extracellular matrix (dotted line). Single-electron micrograph section from SBEM images in (**j**), pseudo-coloring for an endothelial cell (red) and a VTT (green). Epithelium, dotted line. **l**, **m** VTTs and endothelial fenestrations are aligned. **l** Single-electron micrograph, VTT (green), endothelial fenestrations (arrowheads). **m** Magnification of the 3D rendering from (**j**); fenestrations (orange), endothelial filopodium (arrowhead). Whole-mount immunostaining was used to generate images **a**–**c**, **f** and **g**; electron microscopy-generated images **i**–**m**. Scale bars: 50 μm: **a**, **b**; 20 μm: **c**, **f**, **g**; 2 μm: **k**, **l**. All values shown as mean ± SD. Source data are provided as a Source Data file.

Perivascular cells in other organs include vascular smooth muscle cells, pericytes and nervous system cells^31^ and we previously observed these cell types to be in close proximity to villus blood capillaries^7,32^. Therefore, we performed wholemount immunostaining for markers of perivascular cells to determine if they were expressed in the perivascular VTTs. However, *Lgr5*^+^ VTTs were negative for markers of villus smooth muscle cells (αSMA), pericytes (NG2), and nervous system cells (PGP9.5, S100, GFAP) in *Lgr5-GFP-CreERT2* mice (Supplementary Fig. 2a-e). In all, these results suggest that VTTs are a novel perivascular cell type.

Most nutrient uptake occurs in proximal parts of intestine, such as the duodenum and upper jejunum^33^. Accordingly, villus size is largest in the duodenum, near the stomach, and it progressively decreases in the jejunum and ileum (Fig. 2d). To determine whether VTT abundance varied along the anterior-posterior intestinal axis, we quantified their number per villus in each zone. Highest numbers of *Lgr5*^+^ VTTs were observed in the duodenum and jejunum, while few VTTs were observed in the lower ileum (Fig. 2d, e). Of note, transgene expression in *Lgr5-GFP-CreERT2* mice is mosaic with ~30% of crypts harboring GFP^+^ cells, while 100% of ISCs express *Lgr5* mRNA^29,30^. Therefore, the number of *Lgr5*^+^ VTTs are likely underrepresented in this analysis. Nevertheless, these results show that *Lgr5*^+^ VTTs are enriched in the proximal, nutrient-absorbing part of small intestine.

Analysis of small intestinal villi in *Lgr5-GFP-CreERT2* pups revealed that although GFP^+^ ISCs are observed at birth, VTTs were not present. Rather, GFP^+^ VTTs were observed to accumulate progressively after birth, suggesting that VTTs emerge during the postnatal intestinal maturation process (Supplementary Fig. 3).

Villus tip endothelial cells express markers of high VEGFA signaling, including VEGFR3 and ESM1 (see Fig. 1a, b). Furthermore, we observed villus tip endothelial cells present an “open-face”, without cell junctions to their epithelial side (see Fig. 1e). To determine if VTTs were associated with villus tip endothelial cells with active VEGFA signaling we performed immunostaining for VEGFR3 and GFP in *Lgr5-GFP-CreERT2* mice. Near 100% of VTTs had cellular extensions draped over VEGFR3^+^ blood vessels (Fig. 2f). Furthermore, VTT extensions also covered the endothelial cell open face (Fig. 2g). In all, VTTs are aligned with mature, polarized villus tip endothelial cells.

To characterize villus tip endothelial cell-VTT organization at the ultrastructural level, we performed fluorescence-directed serial block-face scanning electron microscopy (SBEM)^34^, allowing 3D, nanometer-resolution reconstruction of GFP^+^ VTTs and nearby cells at the villus tip (Fig. 2h, i; Supplementary Fig. 4a; Supplementary Movie 1). As expected, VTTs were located in the subepithelial space and displayed a highly branched morphology both on the epithelial side of the vessel and in the villus core (Fig. 2i, j). Electron-dense particles resembling chylomicrons were observed between the web-like highly branched VTT processes (Fig. 2k). VTTs harbored euchromatic nuclei and their cytoplasm contained ample mitochondria, endoplasmic reticula and Golgi complexes, suggesting these cells are transcriptionally and metabolically active (Supplementary Fig. 4b).

VTTs were highly integrated into the subepithelial zone as quantification of their cellular interactome revealed that the majority (~70%) of direct cell contacts were either with other subepithelial fibroblasts/telocytes or with epithelial cells (Supplementary Fig. 4c-f). VTT processes also extended into the villus core and directly contacted immune cells, enteric glia and villus core fibroblasts (Supplementary Fig. 4e, f). Although VTTs were perivascular, they rarely were in direct contact with endothelial cells (Fig. 2j-m; Supplementary Fig. 4f), rather they were separated by a fibrillar extracellular matrix (ECM) distinct from the endothelial basement membrane (BM; Fig. 2k, l). In contrast, pericytes, located on the opposite side of vessels, made numerous direct cell contacts with endothelial cells (Fig. 2j; Supplementary Fig. 4g). Endothelial fenestrations were aligned with VTT processes along the epithelial side of villus tip vessels but were rare in pericyte-covered endothelium and absent in filopodia-displaying endothelial cells (Fig. 2l, m). Taken together, our results reveal VTTs as perivascular cells uniquely positioned at the villus tip to regulate VEGFA availability and hence villus tip vessel patterning.

### VTTs constrain villus tip VEGFA signaling

To study the function of *Lgr5*^+^ VTTs we generated *Lgr5-GFP-CreERT2; Rosa26-DTA* mice (*Lgr5*^*DTA*^), which express diphtheria toxin A under the control of the *Lgr5* promoter. ISC DTA expression does not induce crypt or intestinal epithelial cell defects^35–37^, however, tamoxifen injection resulted in a significant reduction of jejunal *Lgr5*^+^ VTTs (Fig. 3a). We investigated the impact of VTT depletion on VEGFA signaling in villus tip endothelial cells by staining for ESM1 and VEGFR3. The number of VEGFR3- and ESM1-positive villus tip endothelial cells was significantly increased after VTT depletion (Fig. 3b**)**, indicating increased VEGFA signaling. In agreement with this finding, the number of filopodia-displaying endothelial cells was increased (Fig. 3c, d). Analysis of villus tip endothelial cell patterning indicated the number of endothelial cells positioned on the villus core side of the vessel was significantly decreased following VTT depletion, indicating loss of the polarized endothelial cell arrangement (Fig. 3c, e), while the total number of villus tip endothelial cells was unchanged (Fig. 3c, f). These results point to a role for VTTs in sequestering VEGFA signaling at the villus tip (Fig. 3g).

**Fig. 3:**
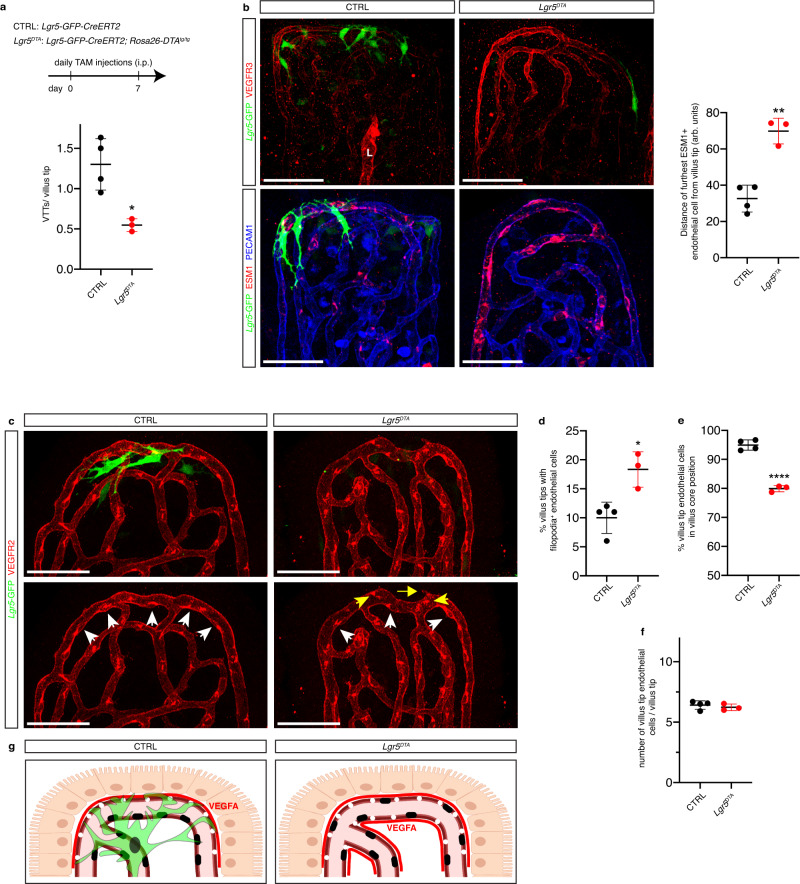
VTTs constrain villus tip VEGFA signaling. **a** Reduced number of VTTs in *Lgr5*^*DTA*^ mice. Quantification of VTTs/villus in control *Lgr5-GFP-CreERT2* and *Lgr5*^*DTA*^ mice after 1 week of deletion (*p* = 0.0112, *n* = 3–4 mice). **b** VTT depletion increases villus tip endothelial VEGFA signaling. Staining for PECAM1 (blue) and VEGFR3 (red, top) or ESM1 (red, bottom). L, lymphatic vessel. Quantification of distance at which ESM1^+^ vessels are observed from the villus tip in either control or *Lgr5*^*DTA*^ mice after 1 week of deletion (*p* = 0.0011, *n* = 3-4 mice). **c**–**f** VTT depletion disturbs villus tip vessel polarization and phenotype. **c** Endothelial cell nuclei are polarized towards the villus core (white arrowheads, perinuclear VEGFR2 staining) or epithelial side (yellow arrowheads) of villus tip vessels. Endothelial cells displaying filopodia (yellow arrows). Staining for VEGFR2 (red) and GFP (green). **d**–**f** Quantification of the (**d**) percentage of villus tip endothelial cells displaying filopodia (*p* = 0.0123), (**e**) percentage of endothelial cells on the villus core side of the vessel (*p* < 0.0001) and (**f**) the number of endothelial cells/villus tip in control and *Lgr5*^*DTA*^ mice; *n* = 3–4 mice. **g** Scheme of VEGFA signaling phenotype in the presence (left) or absence (right) of VTTs. The presence of VTTs confines VEGFA signaling to villus tip vessels and promotes villus tip endothelial cell nucleus polarization. VTT depletion increases VEGFA signaling and disturbs villus tip endothelial cell polarization (created with biorender.com). All microscopic images were generated from whole-mount immunostaining. Scale bars: 50 μm. *P < 0.05, **P < 0.01, ****P < 0.0001 2-tailed unpaired Student’s *t* test. All values shown as mean ± SD. Source data are provided as a Source Data file.

### VTTs are a distinct subepithelial fibroblast population

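Cells negative for CD45, EpCAM and CD31 and positive for PDPN were sorted from the small intestine of wild-type mice, 8 weeks old by the sample labels and 8 to 12 weeks old by the paper's methods, and profiled as 2 10X Genomics libraries and 2 Smartseq2 plates. The paper's text does not name how many mice gave each library. The authors aligned the reads to mm10 with Cell Ranger (10X) or TopHat and featureCounts (Smartseq2). They then filtered cells, genes and the share of mitochondrial UMIs with Seurat, scaled each cell to its total UMI, took the natural log and integrated both platforms. Of the gene rows of the table used here, 1 ends early and was left out. In the 10X cells the values are not corrected: 100% of the values above 0 were whole multiples of the smallest value in their cell (tolerance 0.01), so that the UMIs of each gene and the total of each cell could be recovered. In the Smartseq2 cells, 25.1% (plate 1) and 26.1% (plate 2) of the values lie below 0. These are values corrected onto the 10X values by the integration, so they carry no depth and are not independent of the 10X libraries, and they are called corrected values. The table lists 0 mitochondrial genes, and the limit on their share is therefore taken as already applied. The clustering was rebuilt on the table, with the 37 genes that the paper names for its single cell data held out of it, so that the values of these genes did not define the clusters. Cells of 1 library are not replicates of each other. For each comparison, the mean natural log value per library and group was therefore tested with limma, with the library as a block, and the spread between libraries is given as the SD.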

To determine a mechanism promoting VTT-mediated VEGFA sequestration we sought to characterize VTTs at the molecular level and performed scRNAseq on CD45^neg^EpCAM^neg^CD31^neg^PDPN^+^ intestinal cells from wild-type adult mice (Supplementary Fig. 5a), using PDPN as a broad marker of intestinal fibroblasts^38,39^. 

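The table held 2547 cells of 10X library 1, 14344 of 10X library 2 and 739 cells of the 2 Smartseq2 plates, 360 of them on plate 1. The median total per cell was 8757 UMIs in 10X library 1 (range 559 to 26890) and 6874 UMIs in 10X library 2 (range 465 to 22450). The genes of the table carried 23.6% and 22.6% of these UMIs. A median of 485 and 439 of the table's genes per cell had a UMI.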

Single cell analysis was performed using both Smartseq2 and 10X Genomics platforms and, after quality control filtering, yielded transcriptomes from 739 and 16,891 cells, respectively, which were then integrated for downstream analysis (Fig. 4a; Supplementary Fig. 5b). 

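Graph-based clustering of all 17630 cells on 3854 genes, with 20 principal components and a resolution of 0.4, gave 13 clusters. They were named by lists of markers taken from the paper's supplementary lists, which the study made on these same cells, and from standard markers, none of them held out, so the names are rebuilt and not the authors' own labels. Several clusters shared a name: 3 were led by the villus fibroblast list and 2 by the crypt fibroblast list. The largest villus cluster was led by stress genes such as Egr1, Hspa1a and Hspa1b beside the villus markers. In 10X library 2, villus fibroblasts made up 47.1% of the cells (median 6299 UMIs), crypt fibroblasts 21.4% (7073 UMIs), subepithelial A 8.46% (9011 UMIs), subepithelial B 9.87% (7271.5 UMIs), Fibin fibroblasts 5.37% (7245.5 UMIs) and mesothelial-like cells 4.92% (7066 UMIs). Smooth muscle cells made up 0.983% (6155 UMIs), immune-like cells 0.481% (69 cells, median 4324 UMIs) and interstitial cells of Cajal 0.195% (7181 UMIs). A glia-like cluster, which also scored second for the epithelial list, held 1.24% of that library. Its share was 0.275% in 10X library 1, 20.8% in Smartseq2 plate 1 and 0.528% in plate 2. No cluster was led by the endothelial list in this clustering. The libraries differed in the share of the subepithelial clusters. A and B held 7.15% and 4.16% of the cells in 10X library 1, 6.94% and 1.94% in Smartseq2 plate 1, and 11.1% and 5.80% in plate 2. Removing the cells of highest doublet score, chosen after the clusters were seen, moved the share of B in 10X library 2 most, to 7.10%.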

UMAP analysis revealed 9 main clusters consisting of mostly fibroblastic cells as well other small clusters including endothelial, epithelial and immune cells and interstitial cells of Cajal (Fig. 4b, c; Supplementary Fig. 5c; Supplementary Data file 1, https://singlecell.broadinstitute.org/single_cell/study/SCP1840). 

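The held-out genes gave a reading of the rebuilt names that did not enter the clustering. A UMI of Fibin (chromosome 2 of GRCm38, 110360917 to 110363183) was found in 86.9% of the Fibin cluster, 47.8% of subepithelial A and 4.35% of immune-like cells of 10X library 2. Wt1 (chromosome 2, 105126529 to 105173616) was found in 29.5% of mesothelial-like cells, 3.77% of the Fibin cluster and 0 of 69 immune-like cells, which allows a share of up to 4.35%. Grem1 (chromosome 2, 113746164 to 113758646) was found in 93.9% of crypt fibroblasts, 36.4% of villus fibroblasts and 11.6% of immune-like cells. Cnn1 (chromosome 9, 22099216 to 22109630) was found in 63.1% of smooth muscle cells and 0.494% of subepithelial A. Ptprc (chromosome 1, 138062861 to 138175708) was found in 84.1% of immune-like cells and 0.192% of villus fibroblasts. Acta2 (chromosome 19, 34241090 to 34255590) was found in nearly all cells of smooth muscle, subepithelial A and subepithelial B, so its share cannot part them, and per 10,000 UMIs they held 73.0, 27.5 and 22.2 Acta2 UMIs in 10X library 2 and 59.3, 30.0 and 23.3 in 10X library 1. The shares are of cells with at least 1 UMI and depend on depth, and such intervals and limits as are given cover counting error only.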

Based on cluster-defining genes, comparison with other intestinal fibroblast scRNAseq datasets and a 90-gene signature differentiating fibroblasts and mural cells^30,40–46^, we delineated villus, crypt, and subepithelial fibroblasts, smooth muscle cells and two clusters highlighted by *Fibin* and *Wt1* expression, we named *Fibin*^*+*^ and “mesothelial-like”, respectively (Fig. 4b, c; Supplementary Fig. 5c, Supplementary Data file 1).

**Fig. 4:**
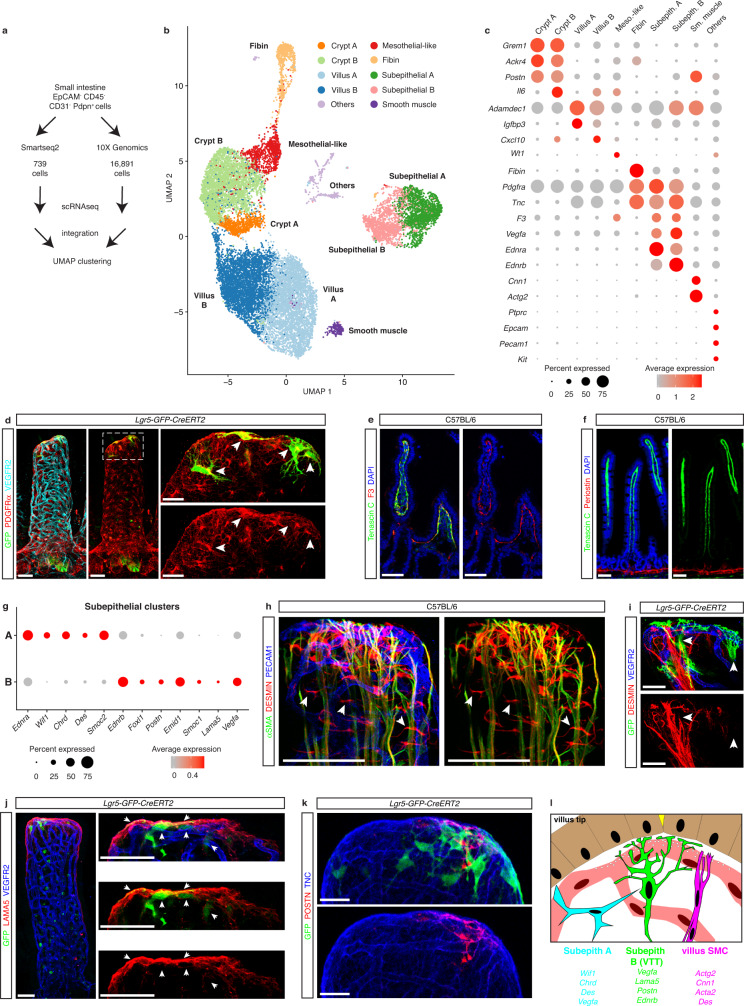
VTTs are a distinct subepithelial cell population. **a** Strategy used for single cell RNAseq (scRNAseq) of wild-type small intestinal fibroblasts by Smartseq2 and 10X Genomics technologies. **b** UMAP plot of 10 fibroblast clusters from integrated Smartseq2 and 10X Genomics scRNAseq libraries. **c** Dot plot displaying defining genes for each fibroblast cluster, color coded by expression level with dot size denoting the percent of cells in each cluster expressing the given gene. **d** VTTs are a subset of the PDGFRα^+^ subepithelial stromal network. Staining for PDGFRα (red), GFP (green) and, VEGFR2 (blood vessels, cyan). Inset: Magnification of the boxed area from (**d**), PDGFRα^+^ VTTs are highlighted by arrowheads; whole-mount immunostaining. **e** F3 (red) is expressed in all subepithelial stromal cells while TNC (green) is limited to villus fibroblasts. Paraffin section immunostaining; blue, DAPI. **f** TNC (green) and periostin (red) are expressed in the villi and crypts, respectively. Paraffin section immunostaining; blue, DAPI. **g** Dot plot of representative transcripts from subepithelial clusters A and B. **h** Desmin is produced by both subepithelial cells and villus smooth muscle cells. Staining for desmin (red) PECAM1 (blue) and αSMA (green). **i** *Lgr5*^+^ VTTs do not express desmin. Staining for GFP (green), desmin (red) and VEGFR2 (blue). (**j**) High LAMA5 expression is limited to the villus tip and VTTs. Staining for GFP (green) and LAMA5 (red). Inset, magnification of villus tip, white arrowheads denote LAMA5^+^ VTTs. Whole-mount immunostaining; blue, VEGFR2. **k** VTTs secrete POSTN at villus tip. Whole-mount immunostaining for *Lgr5*^+^ VTTs (green, GFP), POSTN (red) and TNC (blue) at the villus tip. **l** Cartoon summarizing phenotypic and typical genes expressed by villus SMCs and cells in subepithelial clusters A and B. Scale bars: 50 μm: **d**, **e**, **f**, **h**, **j**; 20 μm: **d** (inset), **i**, **j** (inset), **k**. Source data are provided as Source Data and Supplementary Data files.

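Cells of subepithelial A and B were compared with all crypt, villus, mesothelial-like and Fibin fibroblasts in 4 libraries (2 10X libraries and 2 Smartseq2 plates). Of 1709 genes with a value above 0 in at least 5% of the 10X cells of either group, 1276 passed an adjusted p of 0.05 in limma with Benjamini-Hochberg adjustment, 740 of them higher and 536 lower in the subepithelial cells. Of these, 1245 had the same sign in every library. Here and between B and A, the genes that were not held out also defined the clusters on these same cells, and all but the matrix family and basement membrane genes among them defined the groups within B, so their p values are not free of that choice. The count moved most with no filter on low values, to 1409 of 3865 genes. Of these, 696 were higher and 713 lower, so the excess of higher genes rests on the filter. Leaving out 1 library gave 1148 to 1275. Pdgfra, on chromosome 5 of GRCm38 (75152292 to 75198215), was higher in the subepithelial cells by 1.65 ± 0.14 on the natural log scale (SD, n = 4 libraries; higher in 4 of 4; limma adjusted p = 5.12e-08). Tnc (chromosome 4, 63959785 to 64047015) was higher by 1.37 ± 0.10 (SD, n = 4; 4 of 4; limma adjusted p = 6.91e-08). F3 (chromosome 3, 121723537 to 121735048) was higher by 0.43 ± 0.14 (SD, n = 4; 4 of 4; limma adjusted p = 2.25e-05). In the 10X cells, whose UMIs per 10,000 can be averaged on a linear scale, Pdgfra was 5.42-fold and 4.41-fold higher (library 1 and library 2), Tnc 3.94-fold and 2.96-fold and F3 3.28-fold and 3.55-fold. Tnc and F3 were not limited to these clusters. F3 was found in 55.6% of subepithelial cells, 45.2% of mesothelial-like cells, 25.0% of crypt fibroblasts and 2.90% of immune-like cells of 10X library 2, and at 2000 UMIs per cell in 22.7%, 21.3%, 9.20% and 0 of 55. Tnc was found in 96.4% of the Fibin cluster, beside 98.3% of subepithelial cells and 20.3% of immune-like cells. Between the subepithelial clusters, Tnc and F3 did not pass the threshold (natural log differences of B minus A of 0.26 ± 0.16 and 0.024 ± 0.073, SD, n = 3 libraries; limma adjusted p = 0.174 and 0.809; higher in B in 3 and 2 of 3 libraries). Tnc passed with 30 principal components (0.49, limma adjusted p = 0.00619, higher in 3 of 3) and in the 10X libraries alone (0.34, limma adjusted p = 0.0165, 2 of 2). With alternatives chosen after seeing the data, Tnc passed with B1-like cells left out (0.46, limma adjusted p = 0.00476, 3 of 3) and, like F3, with the highest doublet scores removed (0.60 and 0.17, limma adjusted p = 0.000223 and 0.0491, 3 of 3). Over all the alternatives the adjusted p lay between 0.000223 and 0.653 for Tnc and between 0.0491 and 0.960 for F3. Pdgfra was lower in B, with a difference of -0.63 ± 0.13 (SD, n = 3; limma adjusted p = 0.00825; lower in 3 of 3). Over all the alternatives the limma adjusted p of Pdgfra lay between 0.000255 and 0.110, and it did not pass in 2 of 12.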

To identify VTTs, we focused on the subepithelial fibroblast cluster, highlighted by expression of *Pdgfra*, *Tnc*, and *F3*, which contained two subsets, A and B (Fig. 4c; Supplementary Fig. 5c). PDGFRα and F3, also known as tissue factor, are markers of subepithelial cells^41,42,47,48^ and immunostaining confirmed subepithelial expression of F3 and PDGFRα in VTTs (Fig. 4d, e). Furthermore, extracellular matrix protein TNC expression is limited to the villus area (Fig. 4e, f)^7^, suggesting that the A and B subepithelial clusters were similarly restricted to villi. Differential expression analysis revealed that cluster A exclusively expressed *Wif1* and was enriched for *Chrd*, *Des*, *Smoc2* and *Ednra* while subepithelial cluster B was enriched for the intestinal telocyte marker *Foxl1*^49^ as well as *Ednrb, Postn, Smoc1*, and *Lama5* (Fig. 4g, Supplementary Data file 1). 

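Subepithelial B was compared with A in the 3 libraries that held at least 10 cells of both. They gave 106 and 182 cells of B and A in 10X library 1, 1416 and 1214 in 10X library 2 and 22 and 42 in Smartseq2 plate 2. Plate 1 held 7 cells of B and was not used. Of 1649 genes tested, 338 passed an adjusted p of 0.05 in limma with Benjamini-Hochberg adjustment, 121 higher and 217 lower in B, all 338 with the same sign in every library, and 17 of them among the genes held out of the clustering. The count rests on the filter on low values: with all 3690 genes tested and no filter, limma called 0 genes at an adjusted p of 0.05 and 534 at an unadjusted p of 0.05, while with the filter and no mean trend, chosen after that 0 was seen, it called 270. Of the 29 genes the paper names that could be tested, 17 passed over all genes and 22 when adjusted over the list alone, which is not independent evidence because the study chose the list on these cells. Wif1 (chromosome 10 of GRCm38, 121033960 to 121100650) was lower in B, with a natural log difference of -0.67 ± 0.05 (SD, n = 3 libraries; limma adjusted p = 0.000678; lower in 3 of 3). The differences were -1.11 ± 0.19 for Smoc2 (chromosome 17, 14279506 to 14404790), -0.78 ± 0.06 for Ednra (chromosome 8, 77663031 to 77724464), -0.61 ± 0.12 for Chrd (chromosome 16, 20733127 to 20742384) and -0.35 ± 0.10 for Des (chromosome 1, 75360329 to 75368579), with limma adjusted p between 0.000699 and 0.00408 and all lower in 3 of 3 libraries. Higher in B were Ednrb by 1.13 ± 0.34 (chromosome 14, 103814625 to 103844402), Postn by 0.71 ± 0.18 (chromosome 3, 54361109 to 54391037), Smoc1 by 0.29 ± 0.09 (chromosome 12, 81026808 to 81186414), Lama5 by 0.29 ± 0.10 (chromosome 2, 180176373 to 180225859) and Foxl1 by 0.20 ± 0.06 (chromosome 8, 121127940 to 121130644). Their limma adjusted p lay between 0.00133 and 0.0171, each higher in 3 of 3 libraries. Foxl1 did not pass without the block (limma adjusted p = 0.0684). Over all the alternatives its limma adjusted p lay between 0.00116 and 0.143, and it did not pass in 3 of 12. Among all called genes with the same sign in every library, the largest differences were those of Smoc2, Col6a5 (-1.04) and Fzd2 (-0.98), the last a marker by which cluster A was named, and of Ednrb, Spon2 (1.11) and Adamdec1 (1.07). A Wif1 UMI was found in 58.2% of A, 9.39% of B and 0 of 69 immune-like cells of 10X library 2, and at 2000 UMIs per cell in 26.4% of A and 3.97% of B. Of the 133 such cells in B, 83 lay in the group of B that resembles subset B1 and 30 in a shallow group (median 2547 UMIs).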

Of note, *Vegfa* expression was restricted to the subepithelial clusters (Fig. 4c), with higher expression in cluster B (Fig. 4g, Supplementary Data file 1). 

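Vegfa lies on chromosome 17 of GRCm38 from 46016993 to 46032369. In subepithelial A and B together it was higher than in the other fibroblasts by 0.52 ± 0.08 on the natural log scale (SD, n = 4 libraries; limma adjusted p = 1.00e-06; higher in 4 of 4), and 2.47-fold and 3.12-fold higher in UMIs per 10,000 in 10X library 1 and 10X library 2. In 10X library 2, a Vegfa UMI was found in 69.5% of A, 71.3% of B, 31.9% of villus fibroblasts, 29.1% of crypt fibroblasts, 17.0% of the Fibin cluster and 8.70% of immune-like cells. To compare clusters at 1 depth, each cell was thinned to 2000 UMIs, and shallower cells were left out. The shares became 27.4% in A (exact Clopper-Pearson 95% interval 24.9 to 30.0), 34.8% in B (32.3 to 37.4), 12.4% in villus fibroblasts (11.6 to 13.3), 10.9% in crypt fibroblasts (9.85 to 12.1), 6.04% in the Fibin cluster (4.44 to 8.00) and 5.45% in immune-like cells (1.14 to 15.1, 55 cells). The shares of villus and crypt fibroblasts and of the Fibin cluster lie inside the wide interval of immune-like cells, and those of villus and crypt fibroblasts lie above the interval of the Fibin cluster. Thinning left out 120 villus fibroblasts, 55 cells of B and 14 immune-like cells. Between B and A, the natural log difference was 0.084 ± 0.090 (SD, n = 3 libraries; limma adjusted p = 0.436; higher in B in 2 of 3), which is within the spread between libraries. It was 0.12 in 10X library 1, 0.15 in 10X library 2 and -0.018 in Smartseq2 plate 2. In UMIs per 10,000 Vegfa was 1.39-fold higher in B than in A in both 10X libraries. With 30 principal components Vegfa passed the threshold (0.22, limma adjusted p = 0.0312, higher in B in 3 of 3 libraries), and over all the alternatives the adjusted p lay between 0.00472 and 0.885.

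**Figure D1:**
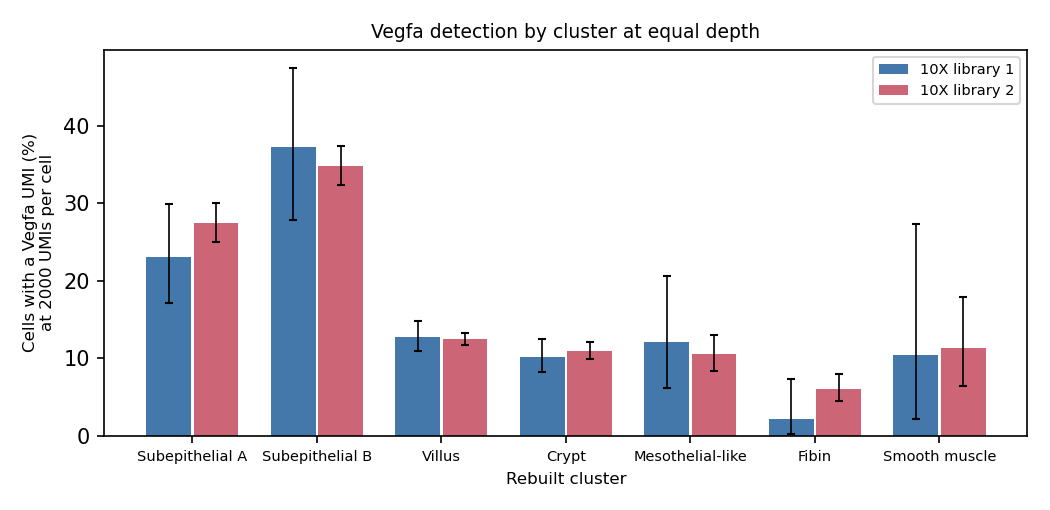
Share of cells with a Vegfa UMI (%) at 2000 UMIs per cell, for each rebuilt cluster in both 10X libraries; bars are the share and lines its exact 95% interval. In 10X library 2 the share was 34.8% in subepithelial B, 27.4% in A and at most 12.4% in the other clusters drawn.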

*Lgr5* was expressed at high levels only in “hitchhiker” epithelial cells, however analysis of raw RNA levels showed *Lgr5* co-expressed in rare *Epcam*^neg^, *Pdgfra*^+^, *Vegfa*^+^ cells (Supplementary Fig. 5d).

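UMIs of Lgr5, on chromosome 10 of GRCm38 from 115450311 to 115587780, were counted in the 10X cells with no Epcam UMI and at least 1 UMI of both Pdgfra and Vegfa. In 10X library 1, 3 of 900 such cells had an Lgr5 UMI, or 0.333% (exact Clopper-Pearson 95% interval 0.0688 to 0.971), and in 10X library 2, 2 of 4963, or 0.0403% (0.00488 to 0.145). Each of these cells held 1 Lgr5 UMI. Cells with an Epcam UMI had Lgr5 in 0 of 4 and 1 of 79 cells, the latter with 2 UMIs, the highest count of any group examined. Cells with Pdgfra and no Epcam or Vegfa UMI had Lgr5 in 1 of 1322 (0.0756%, 0.00192 to 0.421) and 1 of 7751 (0.0129%, 0.000327 to 0.0719). The intervals overlap those of the cells with Vegfa, so a difference between them was not detectable at this depth. Immune-like cells had 0 of 4 and 0 of 69 (up to 4.35%). The cells with Lgr5, Pdgfra and Vegfa fell into subepithelial A (1), subepithelial B (1) and villus fibroblasts (1) in library 1 and into villus fibroblasts (2) in library 2. The 1 cell of B lay in the group of B that resembles subset B2. That group had Lgr5 in 1 of 33 cells in library 1 (3.03%, 0.0767 to 15.8) and in 0 of 270 in library 2. Asking for 2 UMIs of Pdgfra and of Vegfa left 3 of 326 cells in library 1 and 0 of 1951 in library 2.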

To confirm the identities of the two subepithelial clusters we performed whole-mount immunostaining of representative makers. scRNAseq showed *Des* expression limited to subepithelial cluster A and villus SMCs (Supplementary Fig. 5e). 

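In 10X library 2, a Des UMI was found in 43.4% of subepithelial A (exact 95% interval 40.6 to 46.3), 69.5% of smooth muscle cells (61.2 to 77.0), 24.9% of subepithelial B (22.6 to 27.2), 22.9% of villus fibroblasts (21.9 to 23.9), 8.58% of crypt fibroblasts and 5.80% of immune-like cells (1.60 to 14.2). At 2000 UMIs per cell the shares were 17.0% in A (14.9 to 19.2), 48.9% in smooth muscle (40.1 to 57.7), 8.16% in B (6.76 to 9.74), 8.91% in villus fibroblasts (8.23 to 9.62) and 1.82% in immune-like cells (0.0460 to 9.72), with 1214, 133, 1361, 6635 and 55 cells left. At that depth the shares in B and in villus fibroblasts do not part from that in immune-like cells within counting error, and lie above that in crypt fibroblasts (2.74%, 2.18 to 3.38). In 10X library 1, thinned alike, Des was found in 15.4% of A, 48.3% of smooth muscle, 3.92% of B and 9.74% of villus fibroblasts, and in 4.10% of crypt fibroblasts, so that B did not lie above these there. Per 10,000 UMIs, B held 0.364 and 0.534 Des UMIs and A 1.24 and 1.10 in 10X library 1 and 10X library 2. Without the shallow group of B, the values of B were 0.218 and 0.476. At 2000 UMIs per cell, 1 of 81 and 96 of 1229 of these remaining cells had a Des UMI.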

Immunostaining confirmed desmin co-staining with αSMA^+^ villus SMCs and revealed stellate desmin^+^ subepithelial cells aligned perpendicularly to the villus axis (Fig. 4h), consistent with prior observations^43,50^. In contrast, GFP^+^ VTTs were desmin^neg^ (Fig. 4i), indicating VTTs were not part of subepithelial cluster A.

To determine if VTTs were in subepithelial cluster B we performed immunostaining for ECM proteins LAMA5 and POSTN, which were expressed in cluster B but not cluster A (Fig. 4g, Supplementary Fig. 5f). 

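A Lama5 UMI was found in 16.5% of subepithelial B (exact 95% interval 14.6 to 18.6), 1.24% of A (0.693 to 2.03) and 0 of 69 immune-like cells of 10X library 2 (up to 4.35%). Thinned to 2000 UMIs, 6.54% of B (5.28 to 7.99) and 0.329% of A (0.0898 to 0.841) had one. In 10X library 1, 34 of 106 cells of B and 0 of 182 cells of A had a Lama5 UMI, which allows a share in A of up to 1.65%. Postn was found in 37.4% of B (34.9 to 40.0), 5.93% of A (4.67 to 7.41) and 15.9% of immune-like cells (8.24 to 26.7) in 10X library 2, so that the share in A is below that in immune-like cells. Thinned to 2000 UMIs, Postn was found in 21.7% of B, 1.48% of A and 10.9% of immune-like cells. In 10X library 1 it was found in 42.5% of B and 4 of 182 cells of A.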

Immunostaining showed high LAMA5 expression restricted to the villus tips, consistent with previous observations^51^ and co-expression of LAMA5 with GFP^+^ VTTs (Fig. 4j). TNC is widely expressed at the villus tip and punctate POSTN deposition was observed near GFP^+^ VTTs (Fig. 4k). As reported previously, POSTN was expressed at high levels in crypt fibroblasts (Fig. 4f)^7^. Additionally, in agreement with scRNAseq data, VEGFA was detected in both *Lgr5*-GFP-positive and -negative villus tip subepithelial cells (Supplementary Fig. 5g). In all, these results point to VTTs as a distinct population of subepithelial and perivascular fibroblasts (Fig. 4l).

### VTT-specific ADAMTS18 is necessary for constraining villus tip VEGFA signaling by limiting fibronectin accumulation

ScRNAseq analysis revealed VTTs are one of two intestinal stromal cell types expressing *Vegfa* at the villus tip, while depletion experiments showed VTTs constrain endothelial villus tip VEGFA signaling, leading to a seemingly contradictory conclusion that depleting *Vegfa*-expressing cells increases VEGFA signaling. However, VEGFA bioavailability is highly regulated by ECM binding and proteolysis^52^, and we hypothesized that VTTs sequester VEGFA through imposing a specific villus tip ECM.

Analysis of subepithelial cluster B showed that *Lama5* expression was restricted to a discrete subpopulation of cells (Supplementary Fig. 5d, 6a). Therefore, we performed UMAP clustering restricted to cells in subepithelial cluster B. Clustering revealed 3 distinct cell subsets, which we labeled 0, 1 and 2 (Supplementary Fig. 6b). 

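The cells of cluster B were clustered again on 3802 genes, without the held-out genes and the matrix gene families. At a resolution of 0.3, the lowest at which the marker lists of subsets B0, B1 and B2 each led a cluster, there were 4 groups. This rule was chosen after the clusters were seen, because the lowest resolution with 3 clusters (0.1) did not part B2 from B0. The groups resembled B0 (45 and 598 cells in 10X library 1 and 10X library 2), B1 (3 and 361 cells) and B2 (33 and 270 cells), and 1 group of 25 and 187 cells stayed unnamed. Smartseq2 plate 2 held 1, 11 and 10 cells of the named groups. The B1-like cells of 10X library 2 were deeper (median 11471 UMIs) than the B0-like (6989) and B2-like cells (7841), and 91.7% of them were among the cells of highest doublet score. The unnamed group had a median of 2601 UMIs in the 10X cells and carried genes of cluster A. B2-like cells were tested against B0-like and B1-like cells together in 3 libraries. Of 1662 genes, limma with Benjamini-Hochberg adjustment called 0 at an adjusted p of 0.05 and 327 at an unadjusted p of 0.05. It called 0 with no filter on low values (306 unadjusted), 1 without the block and 3 with no mean trend. In the 10X libraries alone, which are under the minimum of 3 libraries set in the design, limma called 270 genes, 119 higher and 151 lower. The alternatives ranged from 0 to 357, and every fit that called more than 3 genes held 2 libraries. Of the 29 genes the paper names that could be tested, 0 passed over all genes and 19 when adjusted over the list alone, which is not independent evidence because the study chose the list on these cells.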

Expression of *Lama5* and *Foxl1* was restricted to cluster 2, while *Vegfa* was produced by cells in all 3 clusters (Supplementary Fig. 6c). 

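In the 3 libraries, Lama5 was higher in B2-like than in B0-like and B1-like cells by 0.41 ± 0.20 on the natural log scale (SD, n = 3 libraries; limma adjusted p = 0.123; 3 of 3). Foxl1 was higher by 0.28 ± 0.15 (SD, n = 3; limma adjusted p = 0.167; 3 of 3) and Vegfa by 0.37 ± 0.08 (SD, n = 3; limma adjusted p = 0.167; 3 of 3). None of them passed over all genes. When adjusted over the list alone, the limma p values were 0.0269, 0.0325 and 0.0325. In UMIs per 10,000, Lama5 was 4.69-fold and 8.48-fold higher in B2-like cells (10X library 1 and 10X library 2), Foxl1 1.43-fold and 2.84-fold and Vegfa 1.56-fold and 1.52-fold. Lama5 was found in 49.3% of B2-like, 12.2% of B0-like and 6.93% of B1-like cells of 10X library 2. Foxl1 was found in 65.9%, 34.8% and 25.8% of them, and in 23.6% of subepithelial A and 1.45% of immune-like cells, so it was not limited to B2-like cells. Vegfa was found in 86.3%, 74.7% and 74.0%. Thinned to 2000 UMIs, the shares of B2-like, B0-like and B1-like cells were 20.7%, 4.18% and 1.66% for Lama5, 23.0%, 13.4% and 9.14% for Foxl1 and 45.9%, 35.3% and 28.0% for Vegfa. Subset B1 held 3 cells in 10X library 1 and is given for 10X library 2 alone.

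**Figure D2:**
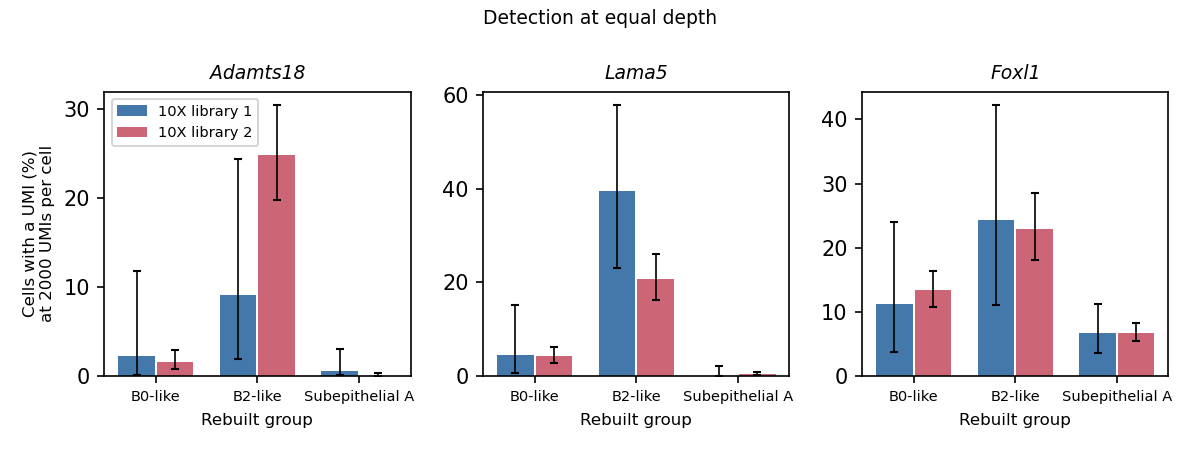
Share of cells with a UMI (%) of Adamts18, Lama5 and Foxl1 at 2000 UMIs per cell, in B0-like, B2-like and subepithelial A cells of both 10X libraries; bars are the share and lines its exact 95% interval. In 10X library 2, the shares in B2-like and B0-like cells were 20.7% and 4.18% for Lama5 and 23.0% and 13.4% for Foxl1.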

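Vegfd lies on chromosome X of GRCm38 from 164373378 to 164402650. In B2-like cells it was higher than in B0-like and B1-like cells by 0.23 ± 0.12 on the natural log scale (SD, n = 3 libraries; higher in 3 of 3), a difference that did not pass over all genes (limma adjusted p = 0.154) and passed when adjusted over the list alone (0.0292). In UMIs per 10,000 it was 14.4-fold higher in 10X library 1, where 2 of 45 B0-like and 11 of 33 B2-like cells had a UMI, and 3.67-fold higher in 10X library 2. There a Vegfd UMI was found in 36.7% of B2-like cells (exact 95% interval 30.9 to 42.7), 7.36% of B0-like cells, 26.3% of B1-like cells and 4.35% of immune-like cells (0.906 to 12.2). Thinned to 2000 UMIs, these shares were 14.1%, 1.67%, 9.42% and 1.82%.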

Of note, *Vegfd*, which codes for a synonymous VEGFR3 ligand, was also enriched in subepithelial cluster B2 (Supplementary Data file 2). Gene set analysis^53^ revealed cells in the subepithelial B2 cluster were highly enriched for genes coding for ECM and BM proteins (Supplementary Fig. 6e, Supplementary Data file 2), in line with our hypothesis that VTTs contribute to specific ECM and BM at the villus tip.

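Sets of matrix genes were defined by gene symbol before the data were examined, since the collection the authors queried was not used here. They were left out of the clustering of cluster B. The basement membrane set holds Lama5 and Smoc1, and the set of all families also Emid1. The paper names these genes as enriched in VTTs from these same cells, so for them the set tests are not independent evidence. Of 12 genes of the basement membrane set in the table (Col4a, laminin, nidogen and Smoc genes), 10 could be tested. In B2-like against B0-like and B1-like cells, 9 of the 10 were higher, with a median natural log difference of 0.25 (camera with a preset correlation of 0.01, p = 0.00502). The call held under fry and did not hold with the correlation estimated (p = 0.0295 and 0.136). Of 59 genes of all matrix families, 48 could be tested and 27 were higher, with a median difference of 0.064 (camera with the preset correlation, p = 0.356). The latter set passed in the 10X libraries alone, with 30 of 48 genes higher (camera with the preset correlation, p = 0.0312). These set tests assume a distribution: exchanging the groups within the 3 libraries gives 4 splits, so an exact test cannot go below 0.25. The paper set out beforehand the hypothesis that VTTs hold VEGFA through a matrix of their own, and reads its gene set result beside it.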

Protease-driven ECM remodeling is key for promoting cell responses by allowing mechanical changes and release of signaling proteins to adapt to tissue needs^54^. 

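In the 3 libraries, Adamts18 (chromosome 8 of GRCm38, 113697126 to 113848738) was higher in B2-like than in B0-like and B1-like cells by 0.39 ± 0.24 on the natural log scale (SD, n = 3 libraries; limma adjusted p = 0.137; 3 of 3). Ece1 (chromosome 4, 137862237 to 137965229) was higher by 0.64 ± 0.15 (SD, n = 3; limma adjusted p = 0.139; 3 of 3). Neither passed over all genes, and both passed when adjusted over the list alone (limma adjusted p = 0.0274 and 0.0277). Plau (chromosome 14, 20836660 to 20843385) differed by 0.017 ± 0.33 (SD, n = 3; limma adjusted p = 0.955; higher in 2 of 3). It was higher by 0.20 and 0.21 in 10X library 1 and 10X library 2 and changed by -0.36 in Smartseq2 plate 2. Without that plate Plau was higher by 0.21 (limma adjusted p = 0.00692, 2 of 2 libraries), and without 10X library 1 or library 2 the difference was -0.075 or -0.080. In UMIs per 10,000, Adamts18 was 11.1-fold and 16.9-fold higher in B2-like cells of 10X library 1 and 10X library 2, Plau 4.60-fold and 8.22-fold and Ece1 1.82-fold and 1.80-fold. In the 10X libraries alone, all 3 genes passed over all genes (limma adjusted p = 0.000245 for Adamts18 and 0.00387 for Ece1, higher by 0.52 and 0.55 in 2 of 2 libraries).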

Three proteases were expressed by cells in the subepithelial B2/VTT cluster, *Plau*, *Ece1*, and *Adamts18* (Supplementary Data file 2). Of the three genes, only *Adamts18* was limited to this cluster (Supplementary Fig. 6d, f) and immunostaining of human small intestine sections revealed that ADAMTS18 is restricted to subepithelial stellate-shaped villus tip cells in human small intestinal villi phenotypically resembling VTTs (Fig. 5a). 

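In 10X library 2, an Adamts18 UMI was found in 50.0% of B2-like cells (exact Clopper-Pearson 95% interval 43.9 to 56.1), 4.68% of B0-like cells (3.13 to 6.70) and 8.03% of B1-like cells (5.45 to 11.3). It was found in 1 of 1214 cells of subepithelial A (0.0824%), 13 of 11298 other fibroblasts (0.115%, 0.0613 to 0.197), 0 of 141 smooth muscle cells (up to 2.13%) and 0 of 69 immune-like cells (up to 4.35%). In 10X library 1 it was found in 14 of 33 B2-like cells (42.4%), 5 of 45 B0-like cells (11.1%), 1 of 182 cells of A and 1 of 2217 other fibroblasts. At 2000 UMIs per cell the share of B2-like cells was 24.8% (19.8 to 30.4) in 10X library 2 and 9.09% (1.92 to 24.3) in 10X library 1, against 1.51% (0.690 to 2.84) and 2.22% (0.0562 to 11.8) of B0-like cells. The intervals of library 1 overlap at that depth. At full depth they do not (25.5 to 60.8 against 3.71 to 24.1), but there the B2-like cells were deeper (median 11950 against 8981 UMIs).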

We confirmed ADAMTS18 was VTT-specific by performing fluorescence in situ hybridization (FISH) for *Vegfa*, *Lgr5* and *Adamts18* and found colocalization of all three transcripts in subepithelial villus tip stromal cells (Fig. 5b). This analysis also revealed high levels of VEGFA expression in villus epithelial cells suggesting the intestine may serve as a reservoir for systemic VEGFA recently shown to promote lifespan extension^55^.

**Fig. 5:**
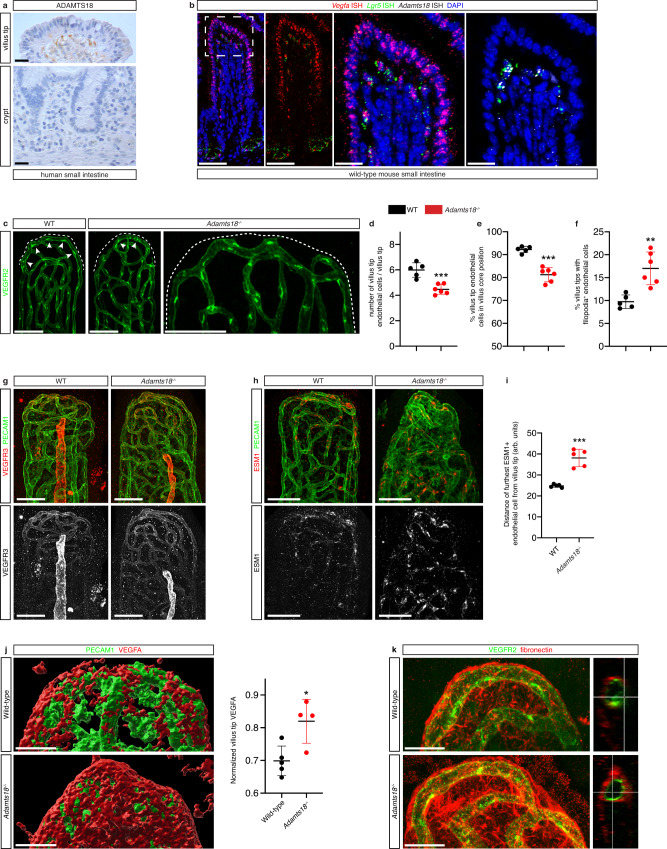
VTT-specific ADAMTS18 is necessary for constraining villus tip VEGFA signaling by limiting fibronectin accumulation. **a** ADAMTS18 expression is restricted to the villus tips in the human small intestine. Chromogenic immunostaining for ADAMTS18 (brown) of human jejunum villus tips (above) and crypts (below); H + E counterstained. **b** Co-localization of *Lgr5*, *Vegfa* and *Adamts18*. RNAscope fluorescent in situ hybridization of the intestine for *Vegfa* (red), *Lgr5* (green) and *Adamts18* (white). The white box delineates zoomed villus tip area shown in the right two panels. **c** Loss of villus tip endothelial cells and nucleus polarization in adult *Adamts18*^−/−^ mice. Whole-mount immunostaining showing decreased number of villus tip endothelial cells (white arrowheads, green perinuclear VEGFR2 immunostaining) and increased number of endothelial cell nuclei on the epithelial side of villus tip vessels (bottom). Dotted lines, epithelium. Quantification of (**d**) the number of endothelial cells/villus tip (*p* = 0.0005), (**e**) percentage of endothelial cells on the villus core side of the vessel (*p* < 0.0001), and (**f**) percentage of villus tip endothelial cells displaying filopodia in *Adamts18*^−/−^ mice and littermate wild-type controls (*p* = 0.0022); *n* = 5-6 mice. **g**–**i** Increased villus tip endothelial VEGFA signaling in *Adamts18*^−/−^ mice. Whole-mount immunostaining of villus tip vessel for PECAM1 (green) and (**g**) VEGFR3 (red, top) or (**h**) ESM1 (white bottom). **i** Quantification of distance (a.u.) at which ESM1^+^ vessels are observed from the villus tip in adult *Adamts18*^−/−^ mice or littermate wild-type controls (*p* = 0.0001, *n* = 5-6 mice). **j** Increased VEGFA at the villus tip in *Adamts18*^−/−^ mice. Wholemount immunostaining for VEGFA (red) and PECAM1 (green) at the intestinal villus tip in wild-type and *Adamts18*^−/−^ mice. Images show Imaris-generated 3D surfaces. Quantification of the VEGFA volume at the villus tip (*p* = 0.0142, *n* = 4 mice. **k** Increased deposited fibronectin at the villus tips of *Adamts18*^−/−^ mice. Wholemount immunostaining for fibronectin (red) and VEGFR2 (green) in wild-type and *Adamts18*^−/−^ mice. Scale bars: 200μm: a; 50 μm: **b**, **c**, **g**, **h**; 20μm: **b** (inset), **j**, **k**. *P < 0.05, **P < 0.01, ***P < 0.001 2-tailed unpaired Student’s *t* test. All values shown as mean ± SD. Source data are provided as a Source Data file.

ADAMTS18 is an orphan member of the A Disintegrin And Metalloproteinase with a ThromboSpondin type 1 motif protein family^56^. It plays a key role in ECM turnover required for mammary gland stem cell maintenance^57^ and *Adamts18*^−/−^ mice display decreased carotid artery-associated ECM expression and defective basal lamina patterning^58^. We analyzed *Adamts18*^−/−^ mice to determine if ADAMTS18 plays a functional role at the villus tip. In control animals, villus tip vessels were aligned subepithelially as previously observed, however in littermate *Adamts18*^−/−^ mice villus tip vessels were detached from the subepithelial position and the number of villus tip endothelial cells was reduced (Fig. 5c, d). Additionally, endothelial cell nuclei polarization to the villus core side was disturbed in *Adamts18*^−/−^ mice (Fig. 5c, e) and the number of filopodia-displaying endothelial cells was increased (Fig. 5c, f), while length of the villus lymphatic vessels, lacteals, were unchanged (Supplementary Fig. 7a). We therefore analyzed whether *Adamts18*-deficiency altered villus tip endothelial cell VEGFA signaling. Both VEGFR3 and ESM1 were more highly expressed in *Adamts18*^−/−^ villus tip vessels than controls (Fig. 5g-i) and VEGFA protein levels were increased at the villus tip (Fig. 5j). Moreover, there was a tendency towards increased portal vein VEGFA levels in *Adamts18*^−/−^ mice compared to controls (Supplementary Fig. 7b). Taken together these data indicate that *Adamts18* deficiency leads to loss of villus tip VEGFA sequestration and an increase in VEGFA signaling, thus recapitulating the VTT ablation phenotype.

We hypothesized that loss of ADAMTS18 protease activity was driving increased bioavailability of VEGFA. ADAMTS18 cleaves fibronectin in vitro and *Adamts18*^−/−^ mice display increased fibronectin accumulation in mammary glands consistent with it being a substrate of this protease^57^. This raised our interest because fibronectin is the major ECM component binding VEGFA and significantly enhances VEGFA/VEGFR2 signaling in endothelial cells^59,60^. Interestingly, the villus tip is relatively hypoxic and acidic^6,61^ and VEGFA binds more tightly to fibronectin in low pO2/pH environments^62,63^, suggesting that fibronectin accumulation could dictate the location of VEGFA signaling. In line with this scenario, scRNAseq data showed that while *Fn1* was widely expressed in most gut fibroblasts, it was enriched in *Pdgfra*^+^ sub-epithelial fibroblasts, including those expressing *Adamts18 and Vegfa* (Supplementary Fig. 7c**)** and we confirmed that *Lgr5*-GFP^+^ VTTs are among the cells expressing fibronectin (Supplementary Fig. 7d). 

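Fn1 lies on chromosome 1 of GRCm38 from 71585520 to 71653200. It was higher in subepithelial A and B than in the other fibroblasts by 0.80 ± 0.15 on the natural log scale (SD, n = 4 libraries; limma adjusted p = 6.78e-06; higher in 4 of 4), and 2.24-fold and 1.76-fold higher in UMIs per 10,000 in 10X library 1 and 10X library 2. An Fn1 UMI was found in 99.7% of subepithelial cells, 98.2% of villus fibroblasts, 92.8% of crypt fibroblasts, 55.7% of the Fibin cluster and 34.8% of immune-like cells of 10X library 2. Thinned to 2000 UMIs, the shares were 97.5%, 90.6%, 68.7%, 28.3% and 27.3%, so that the share of the Fibin cluster lies within counting error of that of immune-like cells. Within cluster B, where B2-like cells carry Adamts18, Fn1 in B2-like cells was 1.06-fold and 1.09-fold that of B0-like and B1-like cells. These folds cover the 10X libraries alone. The natural log difference, which also covers Smartseq2 plate 2, was 0.40 ± 0.56 (SD, n = 3 libraries; limma adjusted p = 0.460; 3 of 3), within the spread between libraries. Over the 15 alternatives it lay between -0.077 and 0.725 and changed sign in 3. The lowest value was that with the matrix gene families kept in the clustering.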

In wild-type mice fibronectin was mostly restricted to the epithelial side of endothelial cells, similar to VEGFA (Fig. 5j, k). However, *Adamts18*^−/−^ mice displayed increased fibronectin deposition at the villus tip, corresponding with spread of VEGFA protein (Fig. 5j, k). To confirm that ADAMTS18 degrades fibronectin we overexpressed ADAMTS18 in 293T cells (Supplementary Fig. 7e), injected them subcutaneously into immunodeficient mice and analyzed fibronectin levels by immunohistochemistry. While fibronectin was abundant in GFP-expressing tumors, it was almost absent in tumors overexpressing ADAMTS18 confirming that fibronectin is a substrate for ADAMTS18 (Supplementary Fig. 7f).

Another ADAMTS protein, ADAMTS1, directly cleaves VEGFA^64^, therefore we hypothesized that ADAMTS18 could be restricting VEGFA signaling through altering VEGFA abundance or activity. We overexpressed ADAMTS18 in myoblasts previously engineered to overexpress VEGFA (Supplementary Fig. 7g)^65^. We first assessed if myoblasts overexpressing GFP or ADAMTS18 differed in amounts of secreted VEGFA. However, the amount of VEGFA observed in the supernatants of these cell lines did not differ as measured by ELISA (Supplementary Fig. 7h). We next asked if VEGFA secreted in the presence of ADAMTS18 was functionally active. To do this we cultured the myoblasts in HUVEC basal medium and then transferred the conditioned medium to starved HUVECs and measured VEGFA signaling by western blotting for phosphorylated VEGFR2 (pVEGFR2) at different timepoints. pVEGFR2 levels were not different between HUVECs treated with the two conditioned media (Supplementary Fig. 7i) leading us to conclude that ADAMTS18 does not directly alter the capacity of VEGFA to activate angiogenic signaling in endothelial cells.

In conclusion, we present a model where ADAMTS18-producing VTTs both secrete and degrade fibronectin thereby restricting it, and VEGFA, to the epithelial side of villus tip vessels. In the absence of ADAMTS18, fibronectin spreads, increasing VEGFA signaling to the villus core side of the villus tip vessel and disturbing endothelial cell polarization.

### ADAMTS18 promotes villus tip vessel and epithelial cell integrity

Local increases in VEGFA concentration lead to more endothelial fenestra^15,16^, and we hypothesized that in models of VTT loss-of-function, the number of endothelial fenestrations would be increased. Analysis of villus tip endothelial cells by transmission electron microscopy showed that while fenestrations were concentrated to the epithelial side of villus tip blood vessels in wild-type mice, fenestrations were observed on both the epithelial and villus core sides of vessels in *Adamts18*^−/−^ mice (Fig. 6a). In view of this observation, we sought to assess if the increased villus tip vessel fenestration leads to increased vessel permeability using fluorescent microspheres. We injected 100 nm fluorescent beads intravenously and visualized their distribution in the villus tip vessels 5 min later. Analysis of wild-type intestine demonstrated bead accumulation principally around venules of the villus and submucosal layer (Fig. 6b), interestingly corresponding with the site of intestinal immune cell extravasation^66^. We observed only marginal extravasation of microspheres in villus tips of control mice. However, *Adamts18*^−/−^ mice displayed prominent accumulations of fluorescent microspheres near villus tip vessels, in addition to expected extravasation near venules (Fig. 6c). In all, these data fit into a model where polarized, focused VEGFA accumulation on the epithelial side of villus tip vessels is necessary to maintain polarized fenestration. With increased VEGFA distribution in *Adamts18*^−/−^ mice, fenestration extends to the villus core side of the vessels and promotes increased vessel leakage at the villus tip.

**Fig. 6:**
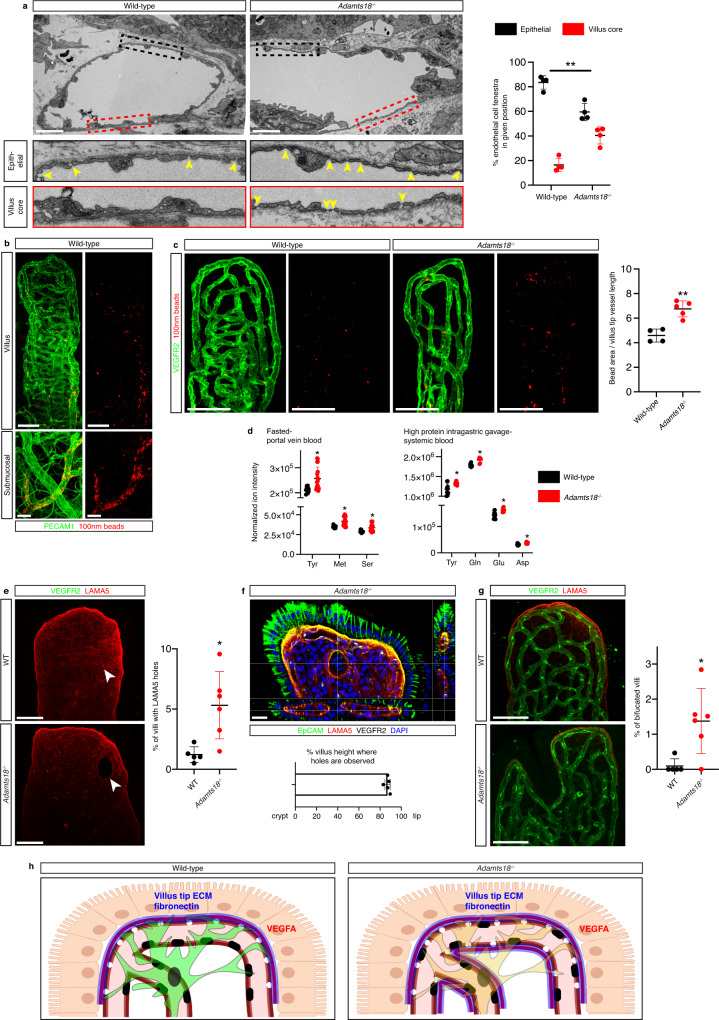
ADAMTS18 promotes villus tip vessel and epithelial cell integrity. **a** Villus tip endothelial cell fenestration extends to the villus core side in *Adamts18*^−/−^ mice. Electron micrographs of villus tip vessels from wild-type and *Adamts18*^−/−^ mice. Zoomed areas from the epithelial side (black box) or villus core side (red box) of villus tip vessels are shown below. Quantification for the percentage of fenestra observed on each side of the vessels (*p* = 0.0017, *n* = 4 mice). **b**, **c** Increased villus tip vessel leakage in *Adamts18*^−/−^ mice. **b** 100 nm fluorescent beads were injected i.p. and visualized in the intestine by wholemount imaging. In wild-type animals beads (red) accumulated sparsely throughout the villus but were concentrated around venules (green) in villi and the submucosal layer. **c** Analysis of bead distribution in the villus tip of wild-type and *Adamts18*^−/−^ mice. Quantification of the bead area/villus tip vessel area (*p* = 0.001, *n* = 4–5 mice). **d** Amino acid concentration is increased in blood of *Adamts18*^−/−^ mice. Blood was sampled from the (left) portal vein of fasted mice or (right) hearts of mice gavaged with high protein solution. (Left, Tyr, *p* = 0.0051; Met, *p* = 0.0011; Ser, *p* = 0.0063; *n* = 5–9, right, Tyr, *p* = 0.0188; Gln, *p* = 0.0005; Glu, *p* = 0.0046; Asp, 0.0018; *n* = 3–5 mice; 2 technical replicates/sample displayed). **e** Villus tip “holes” in *Adamts18*^−/−^ mice. LAMA5 staining (red) allows visualization of holes in the basement membrane. Quantification of percentage of villi with basement membrane holes in adult *Adamts18*^−/−^ mice or littermate wild-type controls (*p* = 0.0112, *n* = 5–6 mice). **f** Holes run completely through the basement membrane (red, LAMA5) at the villus tips and are covered by epithelial cells (green, EpCAM). Cross-sectional view of a villus tip hole in an *Adamts18*^−/−^ mouse; white, VEGFR2; blue, DAPI. Quantification of hole location along the villus/crypt axis, 100 denotes the villus tip. **g** Bifurcated villi are more abundant in adult *Adamts18*^−/−^ mice than littermate wild-type controls. Whole-mount immunostaining for LAMA5 (red) and VEGFR2 (green). Quantification of percentage of villi with split villi in adult *Adamts18*^−/−^ mice or littermate wild-type controls (*p* = 0.0147, *n* = 5–6 mice). **h** Scheme for proposed mechanism of VTT-derived ADAMTS18 limiting fibronectin and VEGFA to maintain the polarized endothelial cell phenotype at the intestinal villus tip (created with biorender.com). Scale bars: 50 μm: **b** (villus) **e**, **g**; 20 μm: b (submucosal), **c**, **f**; 2 μm: a. All values shown as mean ± SD. Source data are provided as Source Data and Supplementary Data files.

VEGFA signaling blockade closes endothelial fenestrations and reduces glucose absorption^2,3^, providing strong evidence that fenestrations promote glucose uptake. In *Adamts18*^−/−^ mice we observed increased fenestration of villus tip endothelial cells (Fig. 6a) and we therefore hypothesized that glucose absorption could be increased in these mice. To test this we performed gavage experiments to determine the rate of glucose uptake among control and *Adamts18*^−/−^ mice. Uniformly ^13^C-labelled glucose was gavaged and the portal vein serum was sampled after 15 min. to directly analyze the absorption rate without noise from whole-body glucose metabolism (Supplementary Fig. 8a). We then analyzed the ^13^C-enrichment of metabolites in portal vein serum by untargeted metabolomics. To control for correct sampling of portal vein blood, we also sampled tail vein blood and compared levels of deoxycholic (bile) acid between the two. We found higher levels of gut-specific bile acids in portal blood and [U-^13^C]glucose only in gavage animals demonstrating a successful sampling protocol (Supplementary Fig. 8b, c; Supplementary Data files 3 and 4). Similar concentrations of fully labeled glucose were detected in *Adamts18*^−/−^ and control mice portal vein blood post-gavage (Supplementary Fig. 8d; Supplementary Data file 4) suggesting that loss of villus tip ADAMTS18 and endothelial polarization does not alter glucose absorption.

Although total protein in portal vein serum was similar between control and *Adamts18*^−/−^ mice, analysis of unlabeled metabolites indicated that *Adamts18*^−/−^ mice have a small, but significant, increase in certain amino acid levels in both portal blood of fasted mice and systemic blood of fed mice (Fig. 6d; Supplementary Fig. 8e; Supplementary Data files 5 and 6). In addition, metabolite pathway analysis showed a significant increase of amino acid metabolism intermediates and a decrease of purine metabolites (Supplementary Fig. 8f; Supplementary Data file 7). Therefore, disruption of polarized endothelial cell fenestration and villus tip stability leads to disturbed transport of some, but not all, metabolites and small molecules in the *Adamts18*^−/−^ portal vein.

In addition to alterations of endothelial cell patterning and fenestration distribution, we observed large scale disruption to villus tip epithelial cells in *Adamts18*^−/−^ mice. Earlier scanning electron microscopy studies revealed the presence of occasional villus BM holes, on average ~3 µm in diameter under homeostatic conditions^67^, and we observed these holes in control animals by LAMA5 staining (Fig. 6e). Analysis of *Adamts18*^−/−^ mice, however, revealed the presence of “donut holes” in the LAMA5^+^ BM, at least 10-fold larger, which were 5 times more frequent in *Adamts18*^−/−^ mice than littermate controls (Fig. 6e). The holes were restricted to the villus tip and distinguished by a complete lack of stroma and were covered with EpCAM^+^ epithelial cells indicating complete perforation of the villus tip (Fig. 6f). Correlating with increased holes, a significantly increased number of bifurcated villus tips were observed in *Adamts18*^−/−^ mice (Fig. 6g). In all, these results suggest VTT-specific ADAMTS18 confines VEGFA signaling and is also necessary for maintaining an intact villus tip structure (Fig. 6h).

## Discussion

Here we show that the small intestinal villus tip stromal cell unit is maintained by spatially restricted regulation of VEGFA signaling. Restriction of VEGFA to the epithelial cell-facing side of villus tip blood vessels maintains a polarized endothelial cell phenotype. VTTs are a necessary component of the stromal villus tip unit and sequester VEGFA by producing the protease ADAMTS18 to limit fibronectin accumulation, thereby limiting the spread of ECM-bound VEGFA. Therefore, we propose a model in which ADAMTS18^+^ telocytes are necessary to maintain a “just-right” level and location of VEGFA signaling in intestinal villus blood vasculature to ensure on one hand the presence of sufficient endothelial fenestrae, while avoiding excessive leakiness of the vessels and destabilization of villus tip epithelial structures.

The majority of nutrients are absorbed in the proximal small intestine and, within the villus, nutrient transport to blood circulation occurs at the villus tip^18,19^. The presence of longer villi in the proximal small intestine, together with higher villus tip hypoxia^6^ and active VEGFA signaling, suggest evolution of longer villus size, and the corresponding increase in VEGFA signaling as an adaptation for efficient nutrient absorption. VTT number is the highest in the proximal small intestine villus hence we propose that these specialized cells co-evolved with increasing villus height to promote both VEGFA expression and sequestration, allowing functional specialization of villus tip endothelial cells.

We demonstrated that sequestration of VEGFA to the epithelial side of villus tip vessels restricts fenestrations to this area. Such a villus tip vessel arrangement thus ensures that nutrients absorbed by enterocytes can be delivered quickly to the bloodstream. With increased VEGFA distribution in *Adamts18*^−/−^ mice, fenestration extends to the villus core side of the vessels and promotes increased vessel leakage at the villus tip. If endothelial fenestrations promote glucose absorption, we reasoned that the increased fenestration in *Adamts18*^−/−^ mice would increase glucose absorption. However, we did not detect a difference in glucose absorption, rather increased vessel permeability and a small increase in amino acid transport. Intestinal blood vessels have evolved to maximize nutrient uptake as most organisms contend with scare nutrients levels, therefore, given the process is already so efficient we conclude that increasing fenestrations may not influence rates of glucose uptake in a detectable manner.

In situ hybridization revealed VEGFA expression by both VTTs and intestinal epithelial cells and VEGFA was detectable in portal vein blood. Given recent findings about the systemic role of VEGFA in promoting organ health^55^, the intestine is one of the likely reservoirs for systemic VEGFA. Targeted deletion of intestinal VEGFA sources will allow analysis of whether the cellular source of VEGFA plays differing roles at the local and systemic levels.

We found that VTT-specific ADAMTS18 was necessary to maintain the villus tip vasculature through sequestering VEGFA signaling. ADAMTS proteins regulate (lymph)angiogenesis through modulation of ligand availability and remodeling of ECM^68^. ADAMTS1 limits VEGFA signaling through ligand sequestration^69^, while ADAMTS3 and ADAMTS14 are necessary for VEGFC cleavage and maturation^70–72^. We did not observe a direct role for ADAMTS18 in modulating VEGFA signaling activity in vitro. Rather our data suggest that ADAMTS18 acts to restrict fibronectin, and ECM-bound VEGF, accumulation. Hypoxia and acidity promote stronger VEGFA/fibronectin binding^62,63^. These conditions are found at the villus tip^6,61^ and likely promote a situation where the location of fibronectin accumulation dictates the area of VEGFA signaling.

Seemingly paradoxically, although villus tip endothelial cells displayed high VEGFA signaling, they were quiescent. These results are consistent with reports showing high and diffuse VEGFA signaling renders angiogenic tip cells quiescent^73–75^. Interestingly, however, these previous observations were made with sprouting postnatal retina vessels, in contrast to the non-sprouting adult villus tip endothelial cells. We speculate there are other organ-specific mechanisms, which hinder sprouting at the villus tip. *Sema3f* was specifically expressed by VTTs (Supplementary Data file 2) and its protein product is a highly anti-angiogenic factor^76^. Therefore, VTT could secrete a combination of pro- and antiangiogenic factors to maintain the polarized villus tip endothelium, while restricting cell proliferation and sprouting. 

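Sema3f lies on chromosome 9 of GRCm38 from 107681500 to 107710475. In B2-like cells it was higher than in B0-like and B1-like cells by 0.54 ± 0.24 on the natural log scale (SD, n = 3 libraries; higher in 3 of 3), which did not pass over all genes (limma adjusted p = 0.137) and passed when adjusted over the list alone (0.0274). In UMIs per 10,000 it was 1.65-fold and 2.01-fold higher in 10X library 1 and 10X library 2. It was not limited to B2-like cells: a Sema3f UMI was found in 87.0% of them, 71.7% of B0-like cells, 54.4% of subepithelial A, 21.2% of villus fibroblasts and 10.1% of immune-like cells of 10X library 2. With cells thinned to 2000 UMIs, it was found in 44.4%, 31.9%, 17.5%, 8.03% and 1.82%.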

One potential mechanism could be VTT directional secretion of pro- and antiangiogenic factors respectively to the epithelial and villus core side of villus tip vessels. Furthermore, the intestinal microbiota imposes a steady-state low-level inflammation in the gut^77^. The villus tip, exposed into the gut lumen, is directly exposed to this environment. Intestinal endothelial cells require TAK1 and CASP8 to prevent cell death in response to gut microbiota-derived TNFα signaling^78,79^. Therefore, VEGFA could also be playing a pro-survival role at the villus tip.

Interestingly, VEGFA signaling in endothelial cells likely affects VTT patterning. At steady-state VTTs display a highly branched, stellate shape and are positioned draping over the villus tip vessel (Fig. 2a, Supplementary Fig. 9a). However, after treatment with DC101 for 7 days we observed VTTs largely lose their stellate shape, become displaced from the perivascular location and lose their branching so the average area covered by each VTT is significantly decreased (Supplementary Fig. 9a, b). VEGFR2 is highly expressed by intestinal endothelial cells, while VTTs are VEGFR2-negative (Supplementary Fig. 9a, b), thus endothelial VEGFR2 signaling is necessary for VTT patterning. In total, these observations show a tight link exists between VTTs and VEGFA signaling at the small intestinal villus tip. Analysis of *Adamts18*-deficient *Lgr5-GFP-CreERT2* mice will also be interesting to determine if increased VEGFA signaling likewise affects VTT morphology.

Similar to other fenestrated endothelia^3,9^, villus tip endothelial cells are enriched in VEGFR3. Interestingly, VEGFR3 prevents VEGFA/VEGFR2-mediated endothelial cell-cell junction disassembly and leakage^80^, and may be playing this role at the villus tip. Furthermore, we observed that VTTs express VEGFR3 ligand *Vegfd*, suggesting that the VEGFD/VEGFR3 axis contributes to villus tip vessel junction stability.

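Vegfd was also found outside cluster B. In subepithelial A and B together it was lower than in the other fibroblasts, with a natural log difference of -0.25 ± 0.05 (SD, n = 4 libraries; limma adjusted p = 6.82e-06; lower in 4 of 4). Crypt fibroblasts had a Vegfd UMI in 51.4%, mesothelial-like cells in 47.6%, villus fibroblasts in 12.7% and subepithelial A in 3.05% of the cells of 10X library 2, the last below the share of immune-like cells. With cells thinned to 2000 UMIs, these were 21.6%, 22.0%, 4.78% and 0.577%.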

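Smoc1 was higher in B2-like than in B0-like and B1-like cells by 0.30 ± 0.17 on the natural log scale (SD, n = 3 libraries; limma adjusted p = 0.157; 3 of 3). Emid1 (chromosome 11 of GRCm38, 5106265 to 5152257) was higher by 0.91 ± 0.16 (SD, n = 3; limma adjusted p = 0.114; 3 of 3). Neither passed over all genes, and both passed when adjusted over the list alone (limma adjusted p = 0.0315 and 0.0265). In UMIs per 10,000 Smoc1 was 2.29-fold and 3.31-fold higher and Emid1 2.16-fold and 2.29-fold higher in 10X library 1 and 10X library 2. A Smoc1 UMI was found in 57.8% of B2-like, 26.1% of B0-like and 1.45% of immune-like cells of 10X library 2, and an Emid1 UMI in 97.8%, 85.5% and 7.25%.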

Several ECM and BM genes enriched in VTTs (*Lama5, Smoc1 and Emid1*) are similarly expressed in developing branched organs (Supplementary Data file 2)^81–84^. These organs, such as the lung, mammary gland and kidney, develop with curved epithelial layers forming a budding tip to establish novel branches^85^. Interestingly, defects in *Adamts18*^−/−^ mice are specific to branching organs^57,86,87^. Given the molecular and cellular architecture similarities between developing branching organs and vascular defects observed in villus tips of *Adamts18*-deficient mice it is tempting to speculate that ADAMTS18-dependent budding tip blood vessel maintenance may be necessary for proper branching organ patterning. It will be also interesting to analyze whether *Adamts18*-deficiency affects angiogenesis and fenestrated vascular beds in other organs. Additionally, it will be important to characterize regional specialization of gut fibroblasts by comparing profiles of small intestinal VTTs and a recently identified population of colon crypt apex fibroblasts, which also express *Lgr5*^46^.

ADAMTS18 is expressed at the human villus tip in cells morphologically similar to VTTs. Therefore, future work should determine if the mouse villus tip stromal unit is conserved in humans. *ADAMTS18* mutations were reported in patients with Knobloch syndrome, a disease characterized by myopia and retinal degradation, however, this association is now unclear^88–91^. Therefore, future analysis of intestines from known carriers of *ADAMTS18* mutations could be informative.

A recent study reported that *Lgr5*^+^ VTTs orchestrate villus tip epithelial gene expression^30^. Here, detailed scRNAseq analysis allowed identification of specific villus tip stromal cells, revealed a novel mechanism of villus tip maintenance and uncovered an unexpected function of VTTs in the regulation of intestinal vasculature. Analysis of the 3D cellular interactome demonstrated that VTTs simultaneously communicate with epithelial, immune, and other stromal cells. Given our current results, we propose that VTTs could provide a signaling link between epithelial cells and the stroma, including villus tip endothelial cells. VTTs could therefore form one chain of a villus tip epithelial-VTT-endothelial unit that promotes nutrient uptake. Future work will determine if other intestinal processes are affected by this villus tip unit.

## Methods

### Animal models

Animal experiments were approved by the Animal Ethics Committee of Vaud, Switzerland. *Lgr5-EGFP-CreERT2*^29^, *mTmG*^92^, *Rosa26-DTA*^93^, *Esm1-CreERT2*^94^ and *Adamts18*^−/−^ ^87^ mice were previously described. C57BL/6 J mice were purchased from Janvier Labs. All mice were maintained on a C57Bl/6 background. Experiments were performed with age- and sex-matched cohorts of 8–12-week-old mice (unless otherwise noted) and consisted of males and females in approximately equal numbers. Mice were provided water and food (Scientific Animal Food & Engineering, R150) ad libitum. Mice were on a 12 hour light/dark cycle and kept at 22 °C ± 2 °C with relative humidity of 55% ± 10%. Cre recombinase was activated in 8-12-week-old mice by intraperitoneal (i.p.) injection of 50 mg/kg of tamoxifen in sunflower oil (Sigma). VEGFR2 blocking antibody DC101 was described previously^25^. DC101 and control rat anti-horseradish peroxidase IgG (BioXCell) were delivered by i.p. injections (40 mg/kg) every 2 days for 7 days. Pimonidazole (60 mg/kg; Hypoxyprobe) was injected i.p. 30 min. prior to sacrifice. For fluorescent bead analysis, 100μl of 100 nm beads (580/605 FluoSpheres, Molecular Probes) diluted 1:5 in PBS were injected i.v. and mice were euthanized after 5 min.

### Mouse tissue collection, staining procedures and image acquisition

Whole-mount and paraffin section immunostaining was performed as previously described^32^. Intestinal villus images from Figs. 1f and 4h had epithelial cells removed prior to imaging. Primary antibodies are listed in Supplementary Table 1 and were resuspended according to manufacturers’ recommendations when supplied lyophilized. Alexa Fluor 488, 555, and 647 fluorochrome-conjugated secondary antibodies (Invitrogen) were used for signal detection. Nuclei were detected with DAPI. For FISH, probes were purchased from RNAscope (Mm-Lgr5-C3; Mm-Vegfa-ver2-C3; Mm-Adamts18) and hybridization was performed according to manufacturer’s recommendations. Confocal images were obtained using Zeiss LSM 780, Zeiss LSM 510 META or Leica SP5 TANDEM microscopes and standard fluorescent images were obtained using a Zeiss Axio Imager Z1. Images were analyzed using Imaris (Bitplane), ImageJ (NIH) and Photoshop (Adobe) software.

### Human tissue collection, staining procedures and image acquisition

Use of anonymous human intestine samples was approved by the Canton of Vaud Ethical Committee under project 2016-01834. Patients signed consent for use of samples for research. Chromogenic antigen detection on formalin-fixed paraffin sections was performed with antibodies listed in Supplementary Table 1 as previously described^95^. Bright field images were acquired using a Zeiss Axio Imager Z1.

### Intestinal fibroblast sorting

Intestinal fibroblast sorting was performed as previously described^96^. Mice were sacrificed and the intestine was dissected and flushed with ice-cold PBS. Peyer’s patches were removed and the intestine was cut into 1 cm pieces, which were put in a 10 mM EDTA DMEM solution agitating at 37 °C for 30 min. to remove epithelial cells. The remaining tissue was digested thrice with Liberase TL (192.5 µg/mL, Roche) in DMEM (Gibco) containing 2% FBS, CaCl_2_ (2 mM) and 50ug/ml DNase I with constant stirring at 37 °C for 20 min and washed with medium. The cell suspension was incubated with labeled antibodies listed on Supplementary Table 1.

### SmartSeq2 scRNAseq

Smartseq2 scRNAseq was performed as previously described^97^. Briefly, live, single EpCAM^−^CD45^−^CD31^−^PDPN^+^ cells were sorted using a FACSAria III (BD Biosciences) into 2.3 μl lysis buffer pre-dispensed in a 384-well plate using the single cell mask. All FACS data were analyzed using FlowJo v10.1 (FlowJo) and FACSDiva v8.0.2 (BD Biosciences).

Single-cell libraries were prepared as described previously^98^. 0.0025 μl of a 1:40,000 diluted ERCC spike-in concentration stock was used, and all cDNA was amplified with 22 PCR cycles before QC control with a Bioanalyzer (Agilent Biosystems). The libraries were sequenced on a HiSeq2500 (Illumina) with single 50-bp reads (dual indexing reads). After demultiplexing with bcl2fastq (bcl2fastq −p 56—output-dir lane_$lane), SMART-seq2 based FASTQ files were trimmed with Trim Galore (v0.4.4) followed by alignment of the data to the mouse reference genome (mm10-GRCm38) using TopHat (v2.1.1) and bowtie2 (v2.2.6.0). PCR duplicates were removed using SAMtools (v0.1.18). Counting of fragments aligning per gene was done using the featurecounts function of the Subread package (v1.4.6-p5).

### 10X Genomics scRNAseq

Live, single EpCAM^−^CD45^−^CD31^−^PDPN^+^ cells were sorted using a MoFlo Astrios EQ (Beckman Coulter) and processed for single cell libraries according to 10X Genomics recommendations. Libraries were sequenced on a HiSeq4000 (Illumina) and count tables were exported with Cell Ranger software (10X Genomics). Sequencing data were aligned to the mouse reference genome (mm10-GRCm38) and processed using the Cellranger 3.1.0 pipeline (10X Genomics) with parameters—chemistry SC3Pv3.

The raw gene expression matrix from both sequencing techniques were filtered and normalized using the Seurat R package^99^. The following criteria were used: cells with >10 genes expressed and genes with >200 cells expressing it and <20% of mitochondrial gene expression in UMI counts were kept. From the filtered cells, the gene expression matrices were normalized to the total UMI counts per cell and transformed to the natural log scale. Using the integration in Seurat R we merged the two datasets using as anchors the 4000 most variable genes using the FindVariableGenes function. Principal component analysis was performed using the variably expressed genes; the number of principal components was selected from the knee point of the elbow plot. Resolution parameters in function FindClusters from 0.2 to 0.6 were explored for better subcluster representation.

### Gene set analysis

The subepithelial cluster B2 gene list from integrated fibroblast scRNAseq data was used to query the MSigDB (v.7.1) using the “Investigate Gene Sets” function at the Gene Set Enrichment Analysis website (gsea-msigdb.org; UC San Diego and Broad Institute)^53^. Overlaps were computed using the “Canonical pathways” and GO “cellular component” gene sets. Only results with an FDR q-value <10^−10^ are displayed.

### Blood sampling

Mice were fasted for 6 hours prior to all blood sampling. For glucose absorption analysis 10μl/g mouse of U^13^C-glucose (0.5 M, Sigma) or vehicle (saline) was gavaged and allowed to be absorbed for 15 min. Mice were then anesthetized and the portal vein blood was sampled by cutting the portal vein with small scissors. For re-feeding experiments mice a commercially available whey-based protein supplement (QNT) suspended in saline was gavaged at 1.56 g/kg mouse and allowed to be absorbed for 30 min. Mice were then anesthetized and systemic blood was sampled from the heart. For both experiments serum was frozen until analysis.

### Metabolomic analysis

Polar metabolites were extracted from 20 μl of plasma with 180 μl of room temperature 80% methanol. Untargeted metabolomics of extracts was done by flow injection analysis–time-of-flight mass spectrometry on an Agilent 6550 Q-TOF instrument as previously described^100^. Mass spectra were recorded from a mass/charge ratio of 50 to 1000 in high-resolution negative ionization mode. Ions were annotated by matching their measured mass with reference compounds derived from the Human Metabolome Database (HMDB 4.0), allowing a tolerance of 1 mDa. Significance was calculated using Student’s *t* test and corrected for multiple hypothesis testing with the BH method^101^. Metabolites with a *p* value < 0.05 and abs(log2(FC)) > 0.25 were selected to perform enrichment analysis, followed by multiple hypothesis testing correction with the BH method^101^. All statistical analyses were performed in MATLAB R2020b (The MathWorks) with an in-house developed pipeline. Ion intensities data are provided in Supplementary Data files 3, 4 and 6.

### Cell culture, lentiviral overexpression and tumor experiments

293 T cells (ATCC) were cultured in DMEM supplemented with 10% FBS and antibiotics. Lentiviral vector cloning and lentivirus preparation for GFP and human ADAMTS18 were performed by VectorBuilder. 293 T cells were infected with lentivirus at an MOI of 2 and infected cells were purified by puromycin selection. Cells were grown to 70% confluence and 10^6^ cells were injected subcutaneously into *Nod/Scid/Il2rγ*^−/−^ mice (in house breeding facility). Mouse myoblast cells expressing murine VEGFA and dsRed^65,102^ were previously described and cultured on collagen-coated dishes (Sigma) in DMEM supplemented with 20% FBS, 2.5 ng/ml bFGF (Peprotech) and antibiotics. Cells were infected with GFP and human ADAMTS18 lentivirus at an MOI of 2 and infected cells were purified by puromycin selection.

### ELISA

Mouse serum VEGFA protein levels were measured using the VEGFA ELISA Kit, Mouse (Merck Millipore) according to manufacturer’s recommendations.

### Tissue preparation for block-face scanning electron microscopy

Ten-week-old Lgr5-EGFP-CreERT2 mice were perfused, via the heart, with a buffered mix of 2.5 % glutaraldehyde and 2.0 % paraformaldehyde in 0.1 M phosphate buffer (pH 7.4). The small intestine was removed and embedded in 5% agarose, and 80 µm thick, transverse sections, cut with a vibratome. After confocal microscopy was used to capture images of the GFP labelled villi the sections were stained and embedded for block-face scanning electron microscopy. The sections were post-fixed in potassium ferrocyanide (1.5%) and osmium (2%), then stained with thiocarbohydrazide (1%) followed by osmium tetroxide (2%). They were then stained overnight in uranyl acetate (1%), washed in distilled water at 50 °C, before being stained with lead aspartate at the same temperature. They were finally dehydrated in increasing concentrations of ethanol and then embedded in Spurr’s resin and hardened at 65 °C for 24 h between glass slides.

### Tissue preparation for transmission electron microscopy

For transmission electron microscopy, mice were perfused via the heart with the same fixative as above (2.5 % glutaraldehyde and 2.0 % paraformaldehyde in 0.1 M phosphate buffer, pH 7.4), and sliced in the same way. They were then postfixed 1.0 % osmium tetroxide with 1.5% potassium ferrocyanide, and then 1.0% osmium tetroxide alone. They were finally stained for 30 minutes in 1% uranyl acetate in water before being dehydrated through increasing concentrations of alcohol and then embedded in Durcupan ACM (Fluka, Switzerland) resin before being placed between glass slides and the resin cured. Once hardened, the regions of interest were cut away from the rest of the tissue sections, glued to blank resin blocks with cyanocrylate glue, and thin (50 nm thick) sections cut with a diamond knife. These were collected onto pioloform support films on single-slot copper grids, contrasted with lead citrate and uranyl acetate.

### Block face scanning electron microscopy

To collect serial electron microscopy images of the region containing the GFP labelled cells, images of the section before and after resin embedding were superimposed. This indicated the regions where fluorescence was present, and this part was trimmed from the rest of the section using a razor blade and glued to an aluminium stub using conductive glue. Further trimming with a glass knife produced a small (approximately 300 × 300 µm) block that was then mounted inside a scanning electron microscope (Zeiss Merlin, Zeiss NTS) holding a block face cutting microtome (3View, Gatan). Layers of resin, 50 nm thick, were cut from the block surface, and sequential images collected after each layer was removed. An acceleration voltage of the 1.7 kV was used with a pixel size of 7 nm with a dwell time of 1 µs. Series nearly aligned images were collected and aligned in the FIJI imaging software (www.fiji.sc). Segmentation of different cells and structures were carried out in the FIJI software running the TrakEM2 plugin. Models were exported to 3D modelling software (Blender.org) for analysis.

### Transmission electron microscopy

Areas of interest were imaged with a transmission electron microscope JEOL JEM-2100Plus (JEOL) at an acceleration voltage of 80 kV with a TVIPS TemCamXF416 digital camera (TVIPS) using EM-MENU software (TVIPS).

### Statistics and Reproducibility

Two-tailed unpaired Student’s *t* tests were performed to determine statistical significance between two means. Data are shown as mean ± SD. Results shown as representitive images were from at least two independent experiments.

## Supplementary information

Supplementary Information File

Description of Additional Supplementary Files

Supplementary Dataset 1

Supplementary Dataset 2

Supplementary Dataset 3

Supplementary Dataset 4

Supplementary Dataset 5

Supplementary Dataset 6

Supplementary Dataset 7

Supplementary Movie 1

## Data Availability

The data supporting the findings from this study are available within the manuscript and its supplementary information. Intestinal fibroblast scRNAseq data were deposited in the Gene Expression Omnibus (GSE154821) and Broad Institute Single Cell Portal (SCP1840). Metabolomic data were deposited in massIVE (accession number MSV000089080). Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: ADAMTS18+ villus tip telocytes maintain a polarized VEGFA signaling domain and fenestrations in nutrient-absorbing intestinal blood vessels
**Source:** Nat Commun. 2022 Jul 9;13:3983. doi: 10.1038/s41467-022-31571-2
**Supplement:** Supplementary file 1 — Supplementary Information File

## Supplementary Figure 1

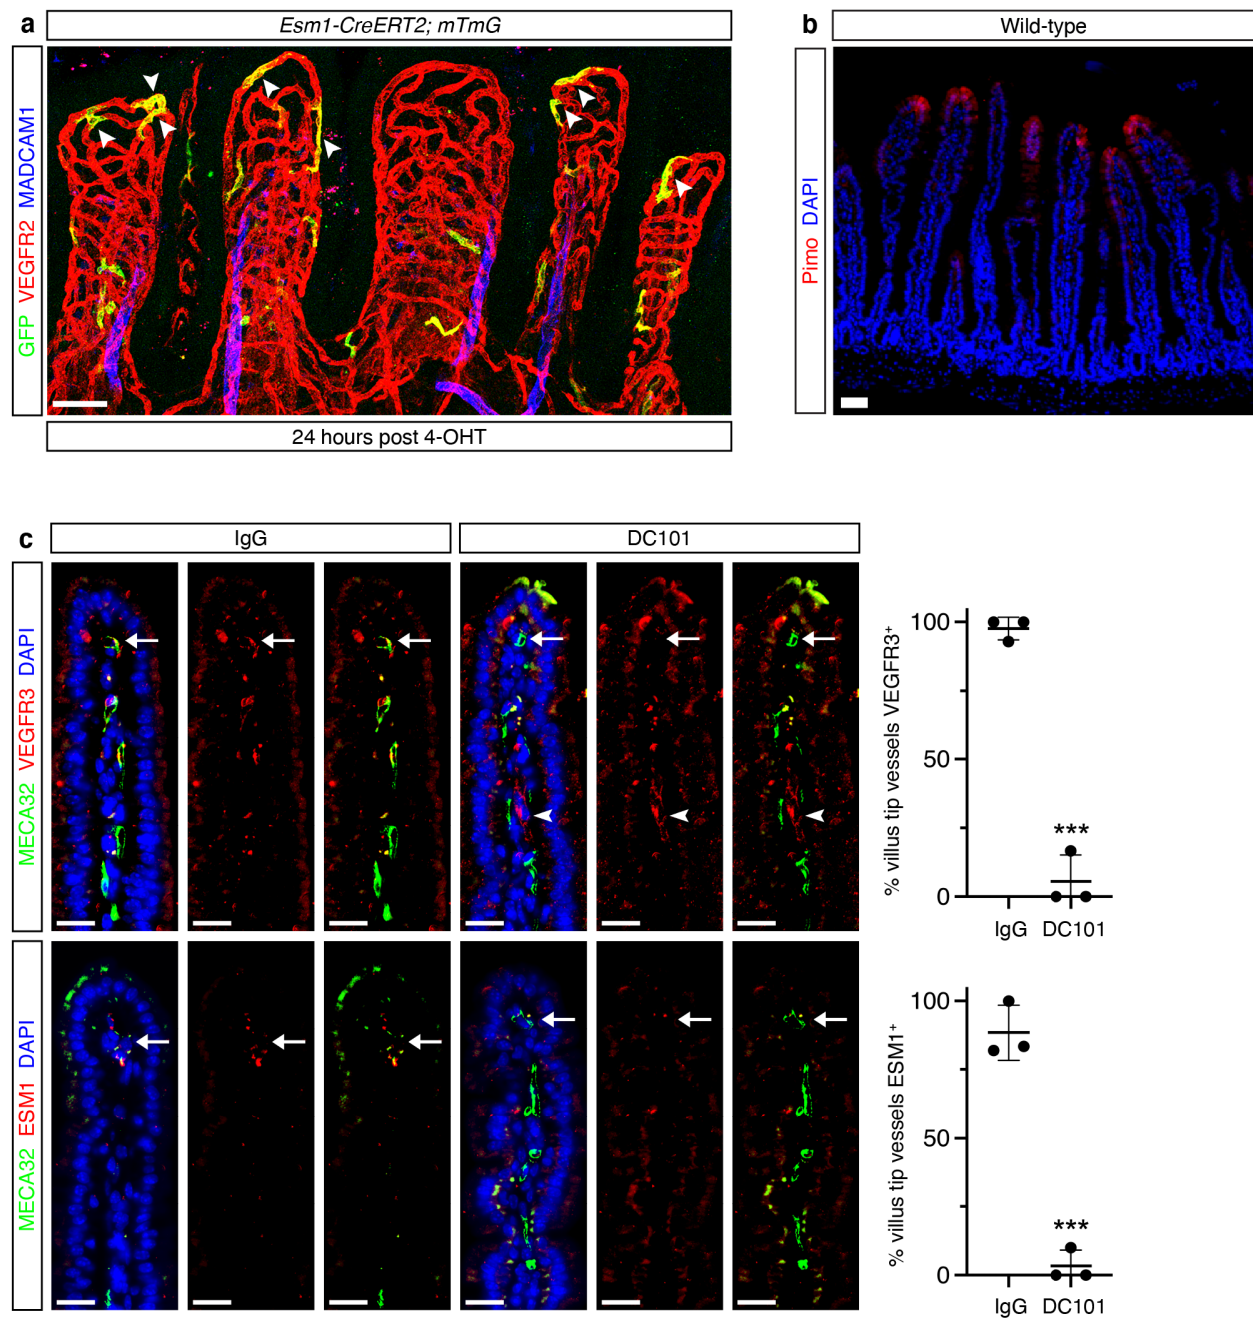

**Supplementary Figure 1: High VEGFA signaling at the small intestinal villus tip.** (a) Wholemount immunostaining for GFP (green), VEGFR2 (red) and MADCAM1 (blue) in the intestine of *Esm1-CreERT2; mTmG* mice 24 hours after 4-OHT injection. (b) Small intestinal villus tips are hypoxic. Paraffin section immunostaining for pimonidazole (Pimo, red) in the jejunum of an adult C57BL/6J mouse. (c) VEGFA signaling blockade decreases villus tip vessel

expression of ESM1 and VEGFR3. Paraffin section staining for VEGFR3 (red, top) or ESM1 (red, bottom) and vessels (green, MECA32) in intestinal villi from mice treated with control or VEGFR2 blocking antibodies (DC101). Quantification of number of villus tip VEGFR3<sup>+</sup> (top,  $p=0.0001$ ) or ESM1<sup>+</sup> (bottom,  $p=0.0002$ ) endothelial cells (mean  $\pm$  SD);  $n = 3$ . Arrows: villus tip vessels; arrowheads VEGFR3<sup>+</sup> lymphatic vessel. Scale bars: 50  $\mu\text{m}$ :a, b; 20  $\mu\text{m}$ : c. Source data are provided as a Source Data file.

## Supplementary Figure 2

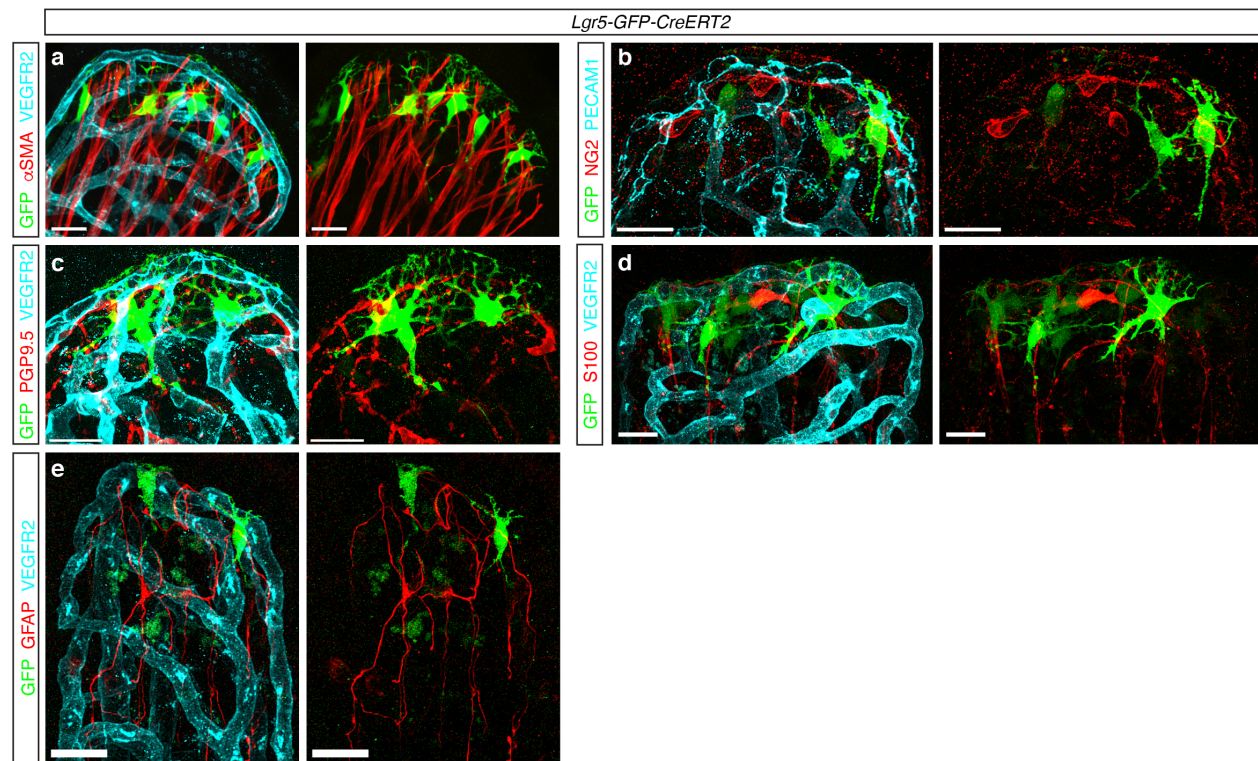

**Supplementary Figure 2: VTTs are distinct from other villus tip perivascular cells.** (a) VTT cell bodies (GFP, green) are aligned with villus smooth muscle cells (SMCs; red,  $\alpha$ SMA) however are  $\alpha$ SMA<sup>neg</sup>; blood vessels (cyan, VEGFR2). (b) VTTs (green, GFP) do not express NG2 (red); blood vessels (cyan, PECAM1). (c-e) VTTs are negative for the neuronal and glial markers PGP9.5, S100 and GFAP. VTTs (green, GFP), blood vessels (cyan, VEGFR2). (c) PGP9.5 (red). (d) S100 (red). (e) GFAP (red). Scale bars: 20  $\mu$ m.

### Supplementary Figure 3

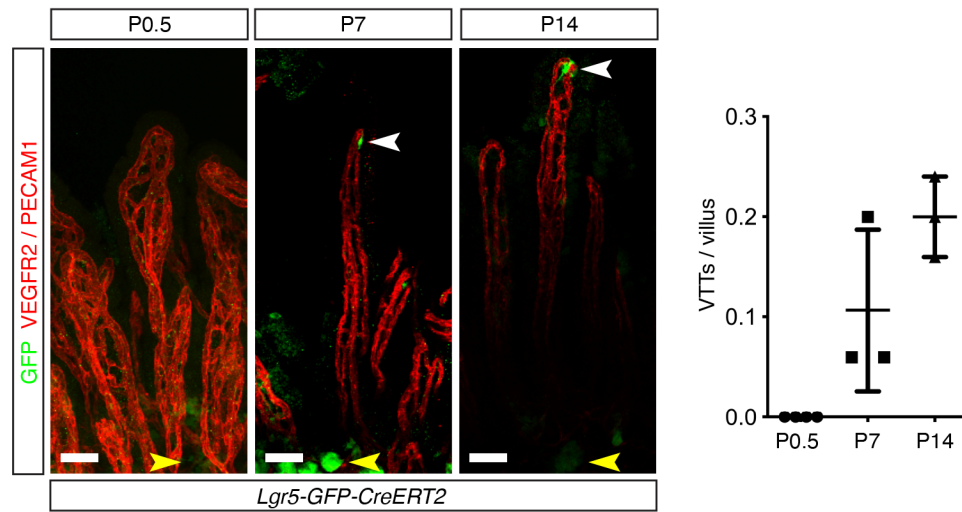

**Supplementary Figure 3: VTTs are observed at the villus tip postnatally.** (a) VTTs (green, GFP, white arrowheads) are first observed postnatally at villus tips and their numbers increase with age. Intestinal stem cells, yellow arrowheads; blood vessels (red, VEGFR2). Quantification of number of VTTs per villus at P0.5, P7 and P14 (mean  $\pm$  SD);  $n = 3-4$ . Scale bars: 20  $\mu\text{m}$ . Source data are provided as a Source Data file.

**Supplementary Figure 4**

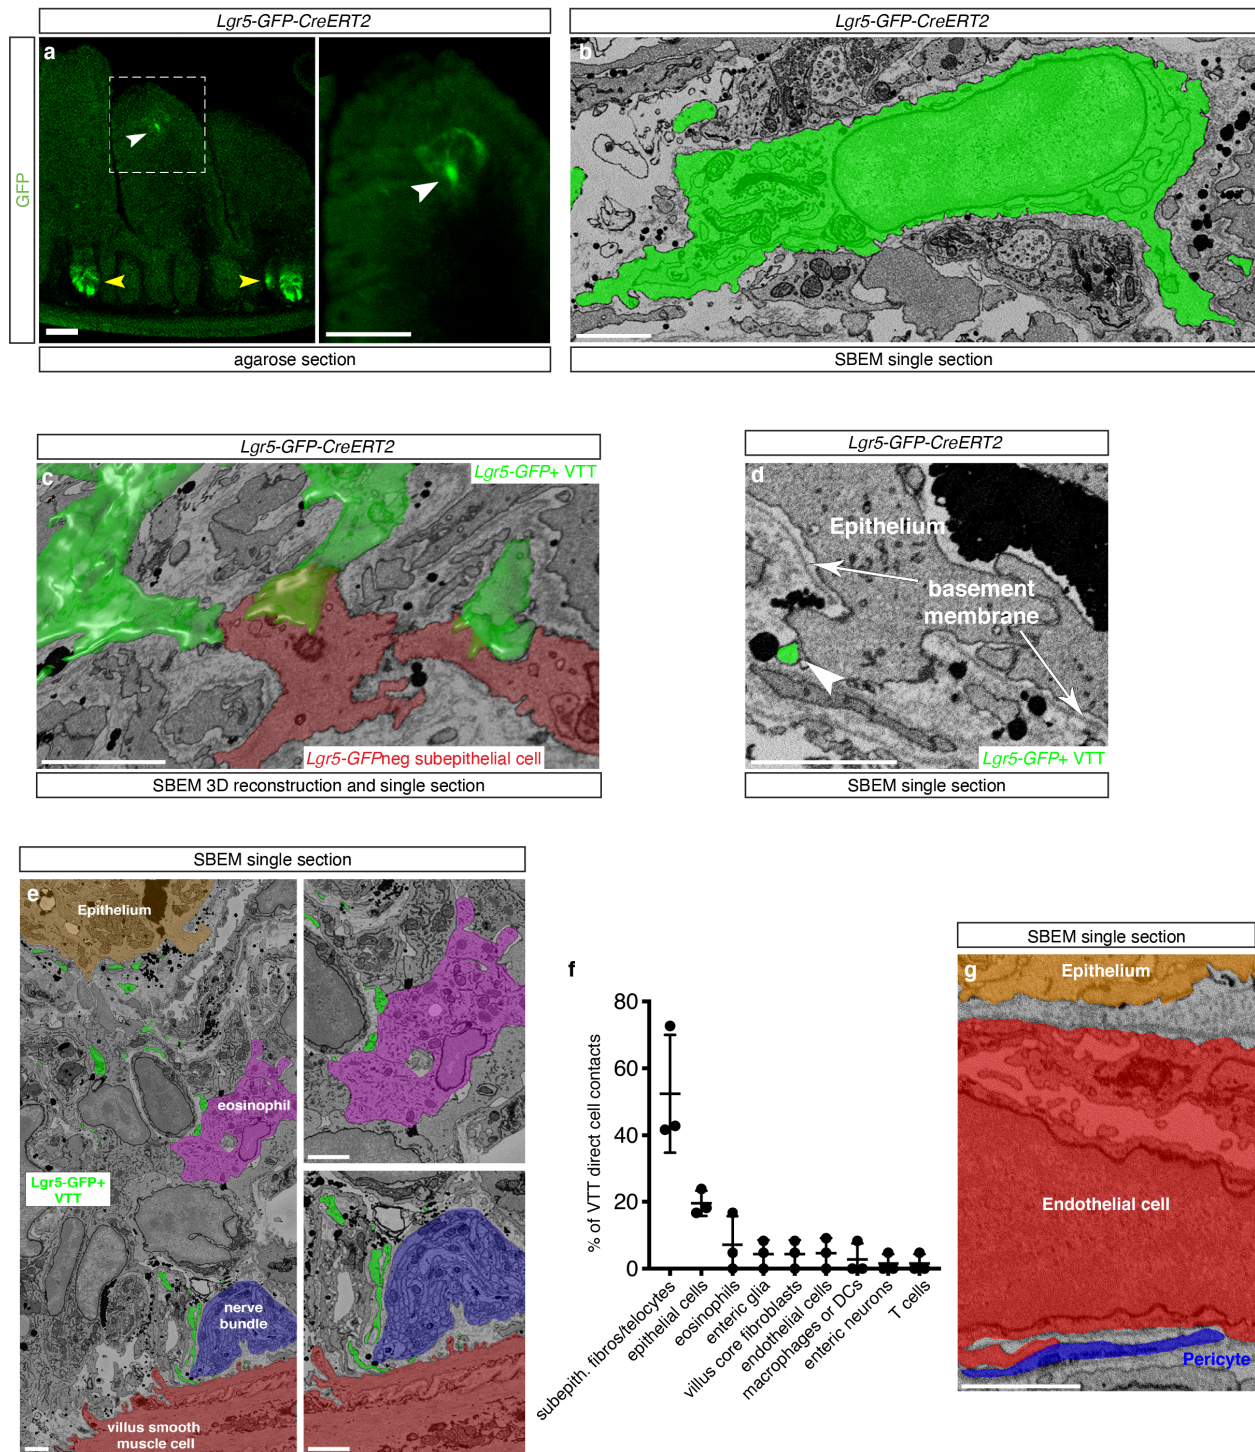

**Supplementary Figure 4: Ultrastructural analysis of VTT cell-cell interactions and microenvironment.** (a) VTTs (green, white arrowhead) are distinguished by cell morphology and villus tip location from intestinal epithelial stem cells (yellow arrowheads) in agarose sections.

Inset: increased magnification of boxed area. **(b)** VTT cell body (green) containing mitochondria and endoplasmic reticula. The nucleus contains a mix of hetero- and euchromatin **(c, d)** The majority of VTTs (green) directly contact **(c)** other subepithelial cells (red) or **(d)** intestinal epithelial cells. **(e)** The minority of VTT (green) contacts are with cells in the villus core, such as eosinophils (magenta), villus smooth muscle cells (red) and nerves (blue). **(f)** Quantification of the percentage of direct VTT contacts with given cell types (mean  $\pm$  SD);  $n = 3$ . **(g)** Endothelial cells (red) make direct contacts with pericytes (blue); epithelium (orange). Scale bars: 50  $\mu\text{m}$ : a; 2  $\mu\text{m}$ : b-e, g. Source data are provided as a Source Data file.

**Supplementary Figure 5**

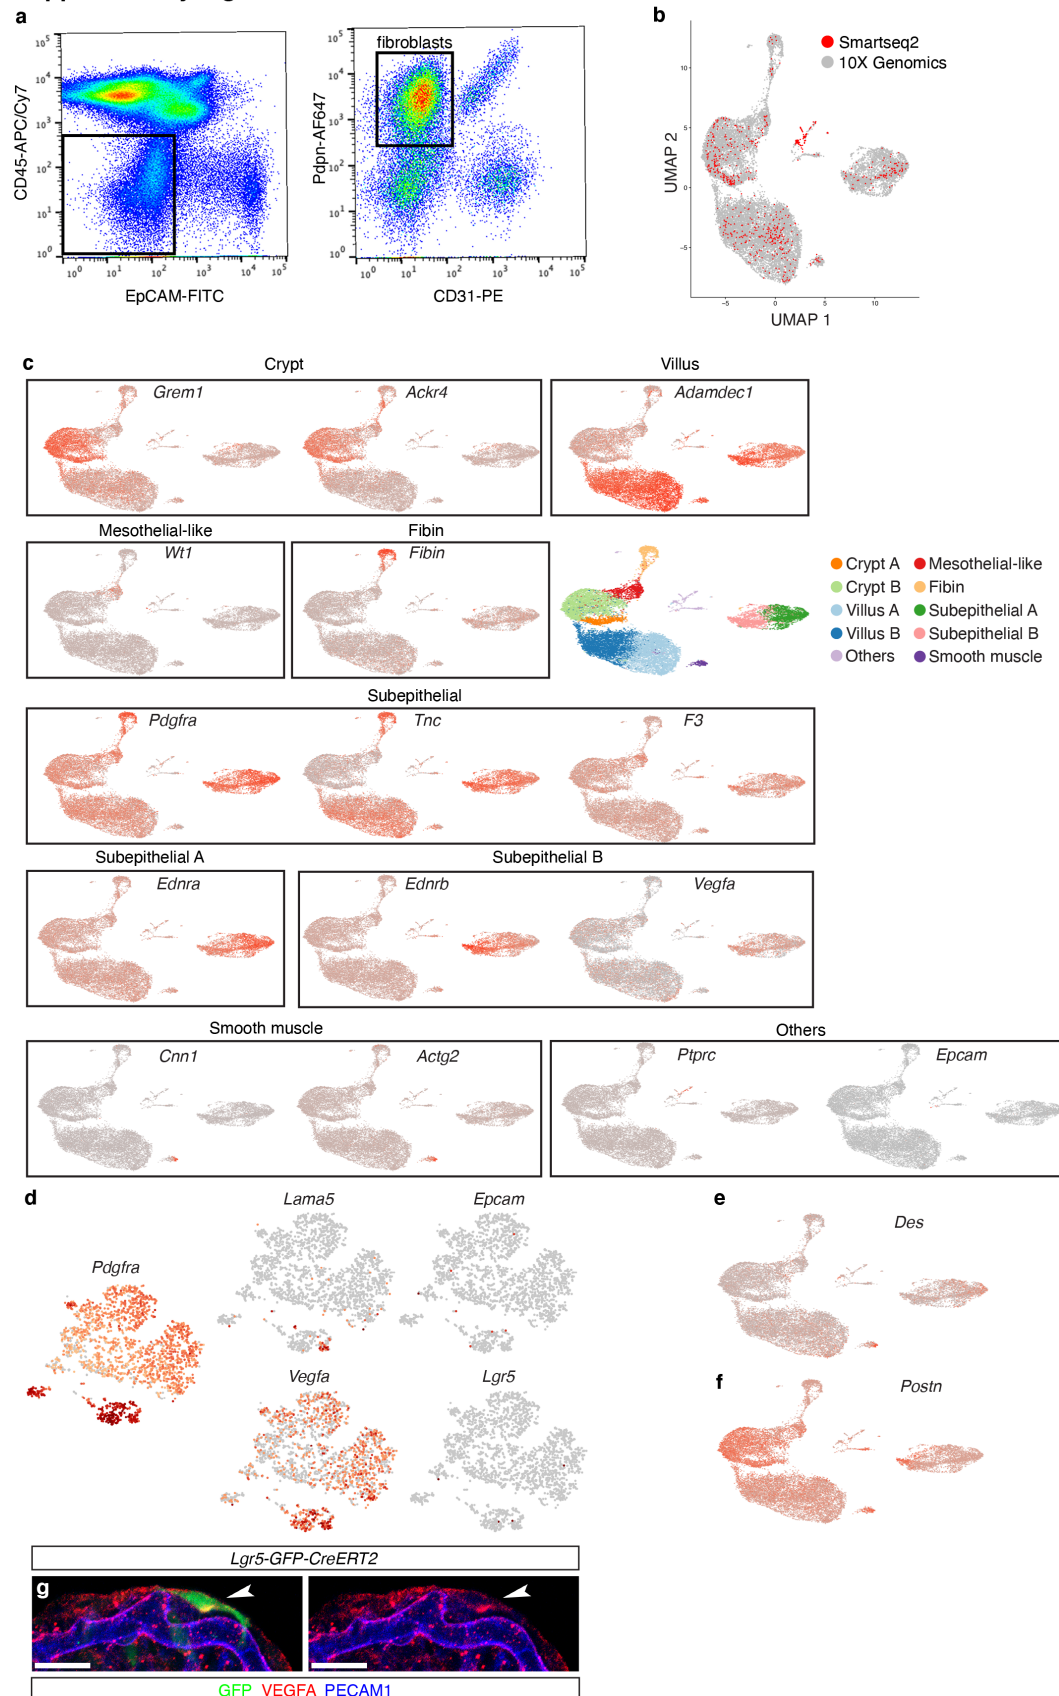

**Supplementary Figure 5: Analysis of small intestinal fibroblast single cell RNAseq data.** (a) Gating strategy for isolation of intestinal fibroblasts by flow-cytometry-based cell sorting. Single, live CD45<sup>neg</sup>, EpCAM<sup>neg</sup>, CD31<sup>neg</sup>, PDPN<sup>+</sup> cells were sorted. (b) UMAP projection of integrated Smartseq2 and 10X Genomics scRNAseq clustering with Smartseq2-sorted intestinal fibroblasts indicated in red. (c) UMAP projections with specific gene expression for the main defined fibroblast clusters. (d) tSNE plots of 10X Genomics scRNAseq data of *Lgr5* expression in *Pdgfra*<sup>+</sup>, *Vegfa*<sup>+</sup>, *Lama5*<sup>+</sup>, *Epcam*<sup>neg</sup> cells. (e) *Des* (desmin) expression is limited to subepithelial cluster A and SMCs. (f) *Postn* (periostin) expression is enriched in crypt fibroblast cluster but also expressed in the subepithelial cluster B. (g) VTTs (green, GFP) express VEGFA (red) at the villus tip. Scale bars: 50  $\mu$ m. Source data are provided as Source Data and Supplementary Data files.

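A Postn UMI was found in 81.9% of crypt fibroblasts (exact 95% interval 80.5 to 83.3), 79.4% of smooth muscle cells (71.8 to 85.8) and 49.6% of mesothelial-like cells of 10X library 2. With cells thinned to 2000 UMIs, it was found in 56.6%, 59.4% and 29.2% of them and in 17.4% of villus fibroblasts. Within cluster B, Postn was found in 68.9% of B2-like cells, 21.7% of B0-like cells and 56.0% of B1-like cells.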

Supplementary Figure 6

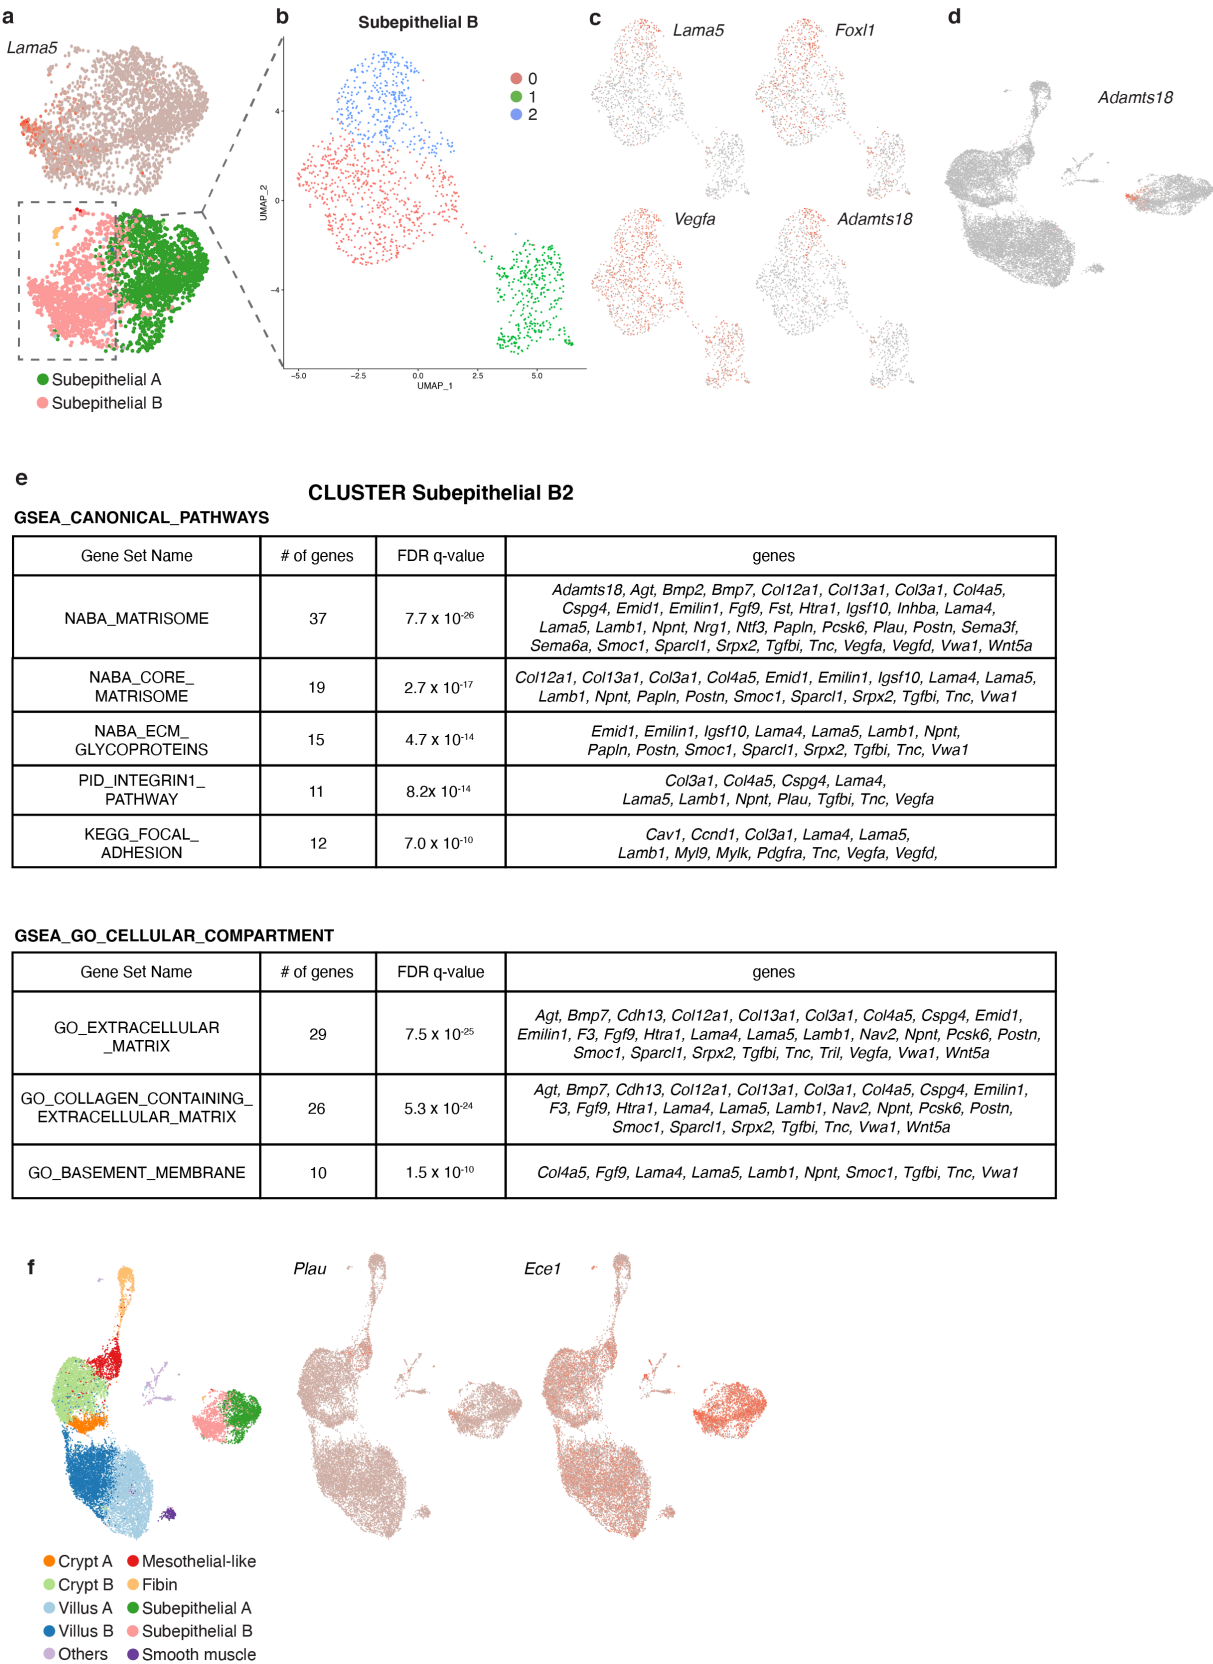

**Supplementary Figure 6: Analysis of VTT-containing scRNAseq cluster “subepithelial B2”.**

(a) *Lama5* is restricted to a subset of cells from subepithelial cluster B. UMAP projections of A and B subepithelial clusters. (b) Analysis of subepithelial cluster B reveals three distinct clusters denoted as 0, 1 and 2. (c) *Lama5* and *Adamts18* are limited to subepithelial cluster B2, while *Vegfa* and *Foxl1* are homogenously expressed among the three clusters. (d) *Adamts18* is uniquely expressed in subepithelial cluster B2. 

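An Ece1 UMI was found in 98.5% of B2-like cells, 91.0% of B0-like cells, 97.5% of subepithelial A, 49.5% of villus fibroblasts, 47.3% of crypt fibroblasts, 54.4% of mesothelial-like cells and 14.5% of immune-like cells of 10X library 2. With cells thinned to 2000 UMIs, these shares were 75.6%, 59.2%, 60.5%, 20.3%, 18.0%, 21.6% and 3.64%. A Plau UMI was found in 24.4% of B2-like cells, 4.18% of B0-like cells, 4.86% of subepithelial A, 19.1% of mesothelial-like cells, 0.533% of villus fibroblasts and 1.45% of immune-like cells (0.0367 to 7.81). Thinned, these were 9.26%, 1.17%, 1.15%, 5.75%, 0.121% and 0 of 55 cells.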

UMAP projection of all clusters with *Adamts18* expression highlighted. (e) Gene set analysis of transcripts expressed in subepithelial cluster B identified by scRNAseq. (f) *Plau* and *Ece1* are broadly expressed in small intestinal fibroblasts. UMAP plots showing cells expressing the given genes. Source data are provided as Source Data and Supplementary Data files.

Supplementary Figure 7

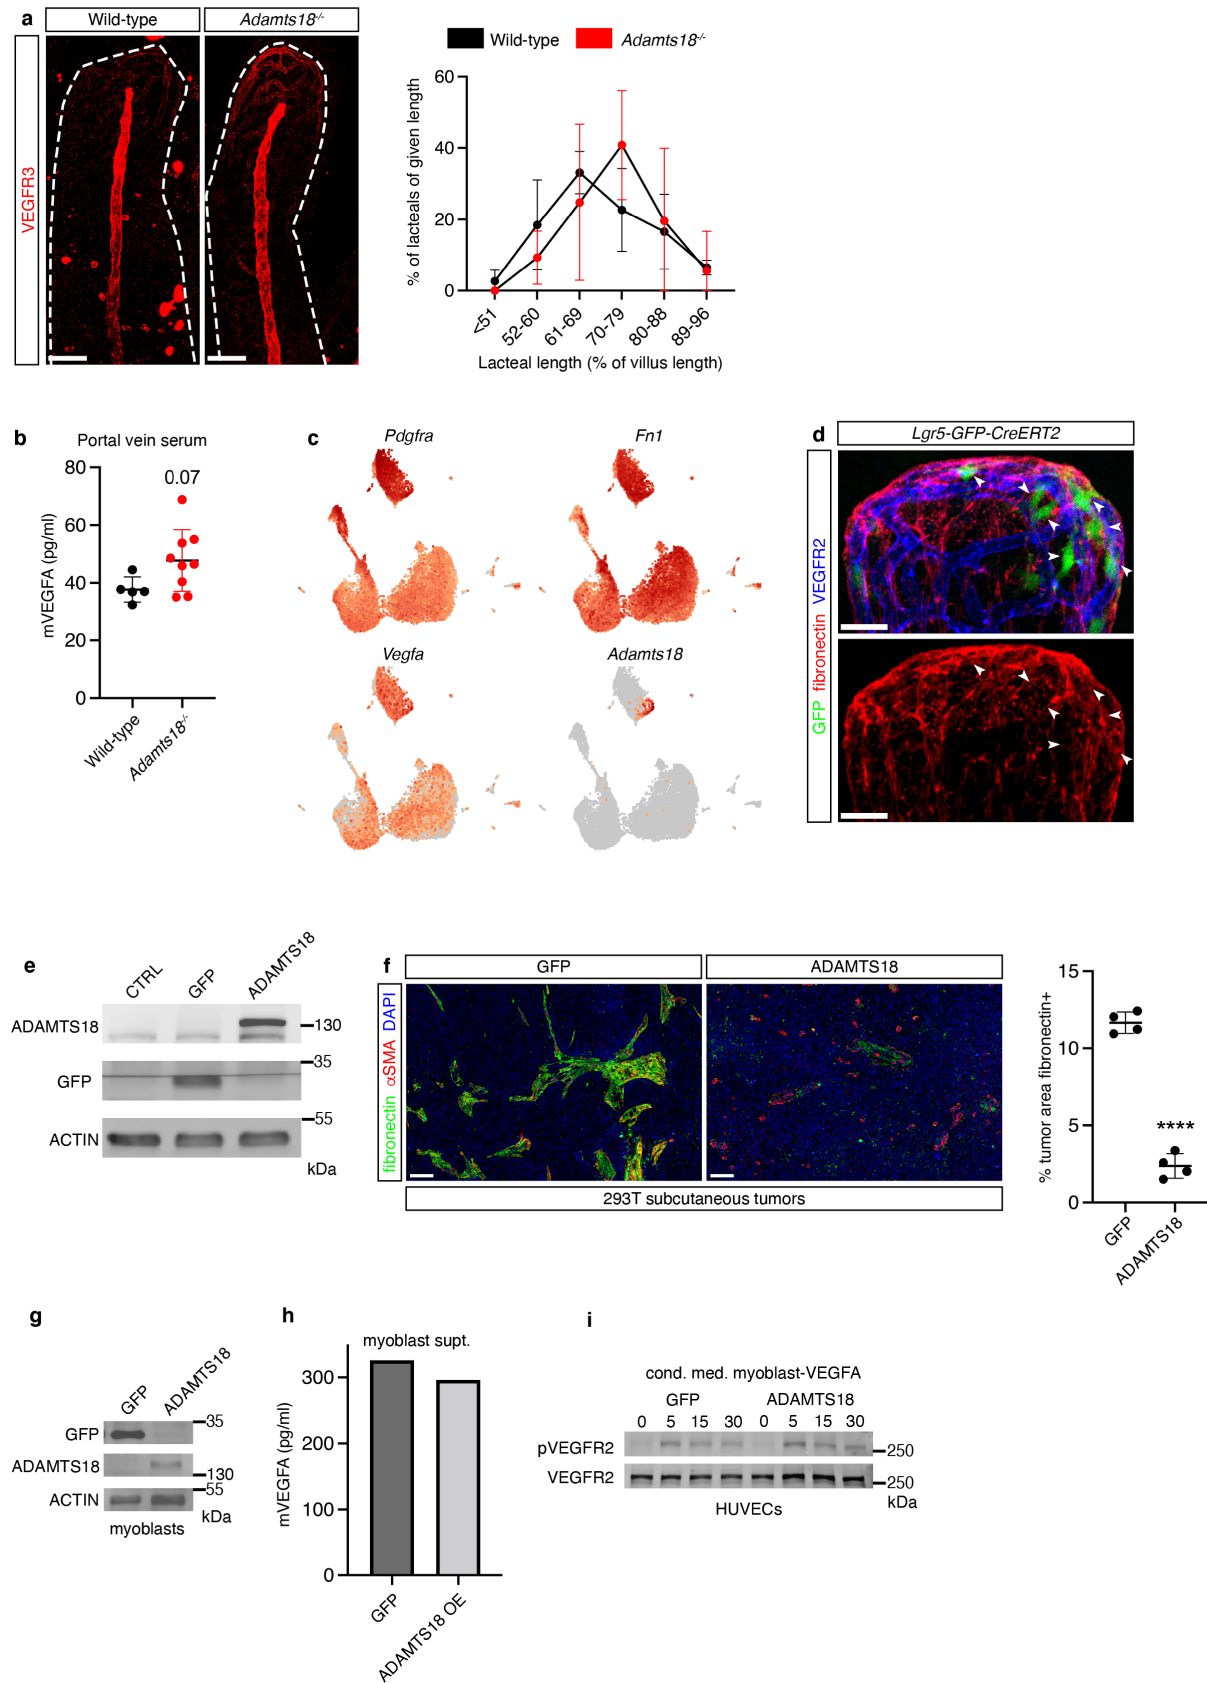

**Supplementary Figure 7: Functional analysis of ADAMTS18 on lacteal patterning, extracellular matrix digestion and endothelial cell VEGFA signaling.** (a) No difference in lacteal length in *Adamts18*<sup>-/-</sup> mice. Wholemout immunostaining for VEGFR3 and quantification of the binned lacteal length in wild-type and *Adamts18*<sup>-/-</sup> mice. (b) Quantification of portal vein serum VEGFA by ELISA from wild-type and *Adamts18*<sup>-/-</sup> mice, n=5-9. (c) *Adamts18*<sup>+</sup> VTTs express *Fnl*. UMAP plots of intestinal fibroblast scRNAseq data showing expression of *Pdgfra*, *Fnl*, *Vegfa* and *Adamts18*. (d) VTTs express fibronectin. Wholemout immunostaining at the villus tip of *Lgr5-GFP-CreERT2* mice for GFP (green), fibronectin (red) and VEGFR2 (blue). (e) Lentiviral overexpression of GFP and ADAMTS18 in 293T cells. (f) ADAMTS18 overexpression decreases tumor fibronectin deposition. GFP- and ADAMTS18-overexpressing 293T cells were injected subcutaneously into NOD SCID gamma mice. Tumors were analyzed by immunostaining for fibronectin (green), aSMA (red); DAPI, blue. Quantification of percentage fibronectin<sup>+</sup> tumor area in 293T tumors overexpressing GFP or ADAMTS18 (p<0.0001, n=4). (g) Lentiviral overexpression of GFP and ADAMTS18 in mouse myoblasts also overexpressing VEGFA. (h) ADAMTS18 does not alter amount of soluble VEGFA. Amount of supernatant VEGFA from myoblasts expressing VEGFA with GFP or ADAMTS18, n=1. (i) ADAMTS18 does not alter the ability of VEGFA to signal through VEGFR2. Conditioned medium from VEGFA-expressing myoblasts overexpressing GFP or ADAMTS18 were transferred to starved HUVECs, samples were taken at indicated timepoints and western blots were probed with pVEGFR2 and VEGFR2 antibodies. Representative of 3 independent experiments. Scale bars: 100mm: f; 50mm: a; 20mm: d. \*\*\*\*P < 0.0001 2-tailed unpaired Student's t test. All values shown as mean ± SD. Source data are provided as a Source Data file.

## Supplementary Figure 8

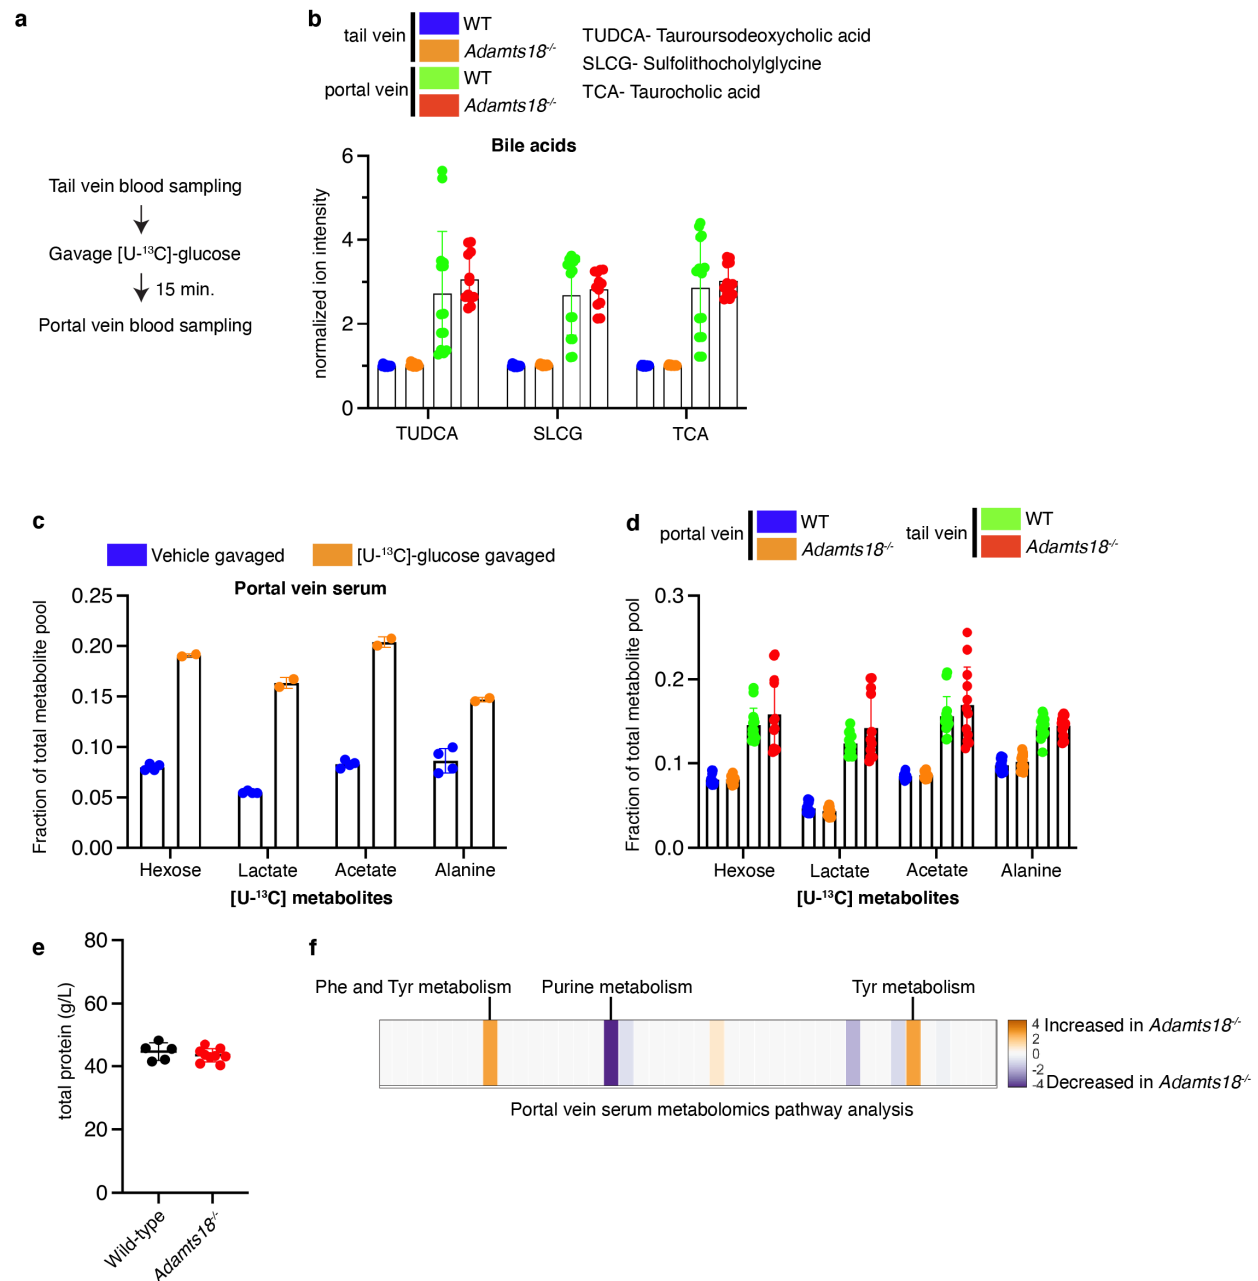

**Supplementary Figure 8: Impact of ADAMTS18 deficiency on blood metabolites.** (a) Scheme of [U-<sup>13</sup>C]-glucose gavage and blood sampling. (b, c) Successful blood sampling strategy determined by (b) measurement of bile acids in portal or systemic blood of wild-type and *Adamts18*<sup>-/-</sup> mice and (c) comparison of [U-<sup>13</sup>C]-glucose and associated metabolites from glucose- and vehicle-gavaged control mice, n=4-5. Note: [U-<sup>13</sup>C]-labeled metabolites in vehicle-gavaged mice are from naturally occurring <sup>13</sup>C isotopes. (d) No difference in the amount of portal vein [U-

$^{13}\text{C}$ ]-labeled glucose between wild-type and *Adamts18<sup>-/-</sup>* mice, n=4-5. (e) No difference in portal venous blood total protein between wild-type and *Adamts18<sup>-/-</sup>* mice, n=5-9. (f) Metabolite pathway analysis of portal vein serum metabolites differentially found between wild-type and *Adamts18<sup>-/-</sup>* mice, n=5-9. Each band of the horizontal line represents one metabolic pathway, in no specific order. The scale is the  $-\log_{10}$  of the adjusted p-value of the enrichment of the metabolites for a particular pathway. The higher the absolute number, the lower the p-value (ie, positive values indicate an increase and negative a decrease in pathway intermediates in portal vein blood from *Adamts18<sup>-/-</sup>* mice). All values shown as mean  $\pm$  SD. Source data are provided as Source Data and Supplementary Data files.

## Supplementary Figure 9

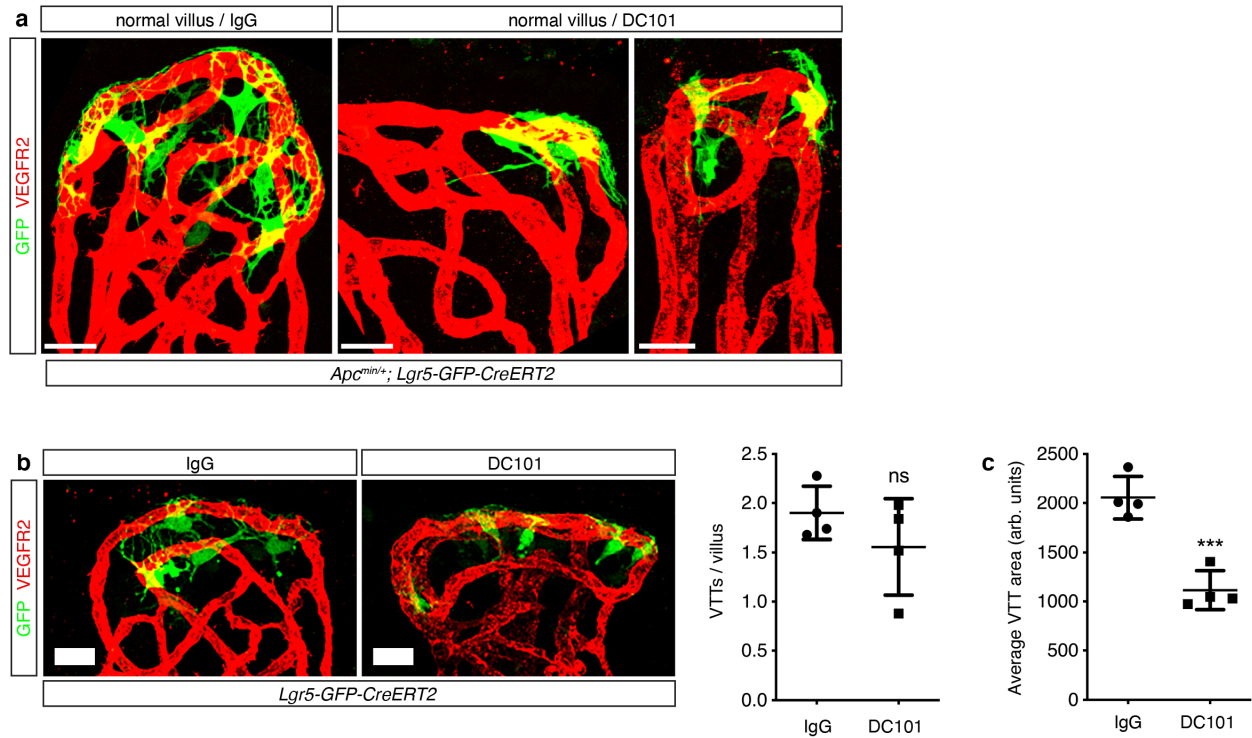

**Supplementary Figure 9: VEGFA signaling blockade alters VTT patterning. (a, b)** DC101 treatment decreases the distance between VTTs (green, GFP) and limits the branching of their stellate extensions near intestinal blood vessels (red, VEGFR2), without decreasing their numbers. Quantification of the number of VTTs/villus tip,  $n=4$ . **(c)** VTTs display decreased cellular extensions after VEGFA signaling blockade. Quantification of the average VTT area/villus tip ( $p=0.0007$ ,  $n=4$ ). Scale bars: 20mm: a, b. \*\*\* $P < 0.001$  2-tailed unpaired Student's  $t$  test. All values shown as mean  $\pm$  SD. Source data are provided as a Source Data file.

**Supplementary Table 1: Antibodies used in this work.**

|                       | <b>Antibody (host)</b> | <b>Supplier</b>               | <b>Catalog number/clone</b> | <b>Dilution</b> |
|-----------------------|------------------------|-------------------------------|-----------------------------|-----------------|
| <b>Wholemout</b>      | $\alpha$ SMA (mouse)   | Sigma-Alrich                  | C6198 / 1A4                 | 1:750           |
|                       | Desmin (rabbit)        | Millipore                     | 04-585                      | 1:500           |
|                       | Epcam (rat)            | Biolegend                     | 118201 / G8.8               | 1:200           |
|                       | ERG (rabbit)           | Abcam                         | ab92513                     | 1:500           |
|                       | ESM1 (goat)            | R&D                           | AF1999                      | 1:200           |
|                       | F4/80 (rat)            | Invitrogen                    | MF48000 / BM8               | 1:200           |
|                       | fibronectin (rabbit)   | Millipore                     | AB2033                      | 1:200           |
|                       | GFAP (chicken)         | Abcam                         | ab4674                      | 1:200           |
|                       | GFP (rabbit)           | Abcam                         | ab290                       | 1:10,000        |
|                       | GFP (rat)              | Biolegend                     | 338002 / FM264G             | 1:400           |
|                       | Ki67 (rabbit)          | Abcam                         | ab15580                     | 1:200           |
|                       | LAMA5 (rabbit)         | kind gift, Dr. Lydia Sorokin  |                             | 1:2000          |
|                       | MADCAM1 (rat)          | Biolegend                     | 120702 / MECA-367           | 1:400           |
|                       | NG2 (rabbit)           | EMD Millipore                 | AB5320                      | 1:1000          |
|                       | Pdgfr $\alpha$ (rat)   | eBioscience                   | 14-1401-82 / APA5           | 1:200           |
|                       | PECAM1 (rat)           | BD Pharmingen                 | 557355 / MEC 13.3           | 1:400           |
|                       | Periostin (goat)       | R&D                           | AF2955                      | 1:1000          |
|                       | PGP9.5 (rabbit)        | Dako                          | Z5116                       | 1:200           |
|                       | S100 (rabbit)          | Thermo Scientific             | RB-9018                     | 1:200           |
|                       | Tenascin C (rat)       | R&D                           | MAB2138 / 578               | 1:500           |
|                       | VE-cadherin (goat)     | R&D                           | AF1002                      | 1:200           |
|                       | VEGFA (goat)           | R&D                           | AF493                       | 1:200           |
|                       | VEGFR2 (goat)          | R&D                           | AF644                       | 1:100           |
|                       | VEGFR3 (goat)          | R&D                           | AF743                       | 1:100           |
| <b>Human Paraffin</b> | ADAMTS18 (rabbit)      | from Dr. Cathrin Briskens lab |                             | 1:5000          |
| <b>Mouse Paraffin</b> | $\alpha$ SMA (mouse)   | Sigma-Alrich                  | C6198 / 1A4                 | 1:1000          |
|                       | ESM1 (goat)            | R&D                           | AF1999                      | 1:200           |
|                       | F3 (rabbit)            | Sino Biological               | 50413-R001                  | 1:200           |
|                       | fibronectin (rabbit)   | Millipore                     | AB2033                      | 1:150           |
|                       | Meca32 (rat)           | BD Pharmingen                 | 550563 / MECA-32            | 1:100           |
|                       | Pimonidazole (mouse)   | Hypoxypore                    | HP1-100Kit / 4.3.11.3       | 1:300           |
|                       | Periostin (goat)       | R&D                           | AF2955                      | 1:400           |
|                       | Tenascin C (rat)       | R&D                           | MAB2138 / 578               | 1:300           |
|                       | VEGFR3 (goat)          | R&D                           | AF743                       | 1:100           |
| <b>Cell sorting</b>   | CD31-PE                | eBioscience                   | 12-0311-81                  | 1:1000          |
|                       | CD45-APC-Cy7           | BD Biosciences                | 561037 / 30-F11             | 1:1000          |

|                     |                             |                    |                   |        |
|---------------------|-----------------------------|--------------------|-------------------|--------|
|                     | EpCAM-FITC                  | eBioscience        | 11-5791-82 / G8.8 | 1:1000 |
|                     | gp38-AlexaFluor 647         | homemade hybridoma | clone 8.1.1       | 1:800  |
| <b>Western blot</b> | actin (rabbit)              | Sigma-Alrich       | A2066             | 1:1000 |
|                     | GFP (rabbit)                | Abcam              | ab290             | 1:3000 |
|                     | pVEGFR2-Tyr1175<br>(rabbit) | Cell Signaling     | 2478S             | 1:1000 |
|                     | VEGFR2 (goat)               | R&D                | AF357             | 1:1000 |

How the deposited data were processed for this re-analysis (not part of the article)

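The processed table of the study was read as deposited. Its values are natural log values: the authors scaled each 10X cell to its total UMI and took the natural log, and the Smartseq2 values were in addition corrected by the authors' integration onto the 10X values. The copy at hand ends inside a gene row, that row was left out, and genes beyond it are not analysed here. The 3891 whole gene rows are not the whole transcriptome. The authors integrated the platforms on the most variable genes, and whether the rows are a selection of such genes was not tested. Shares of called genes and the set tests cover these rows alone. UMIs of the 10X cells were recovered from the smallest value of each cell (tolerance 0.01, scale 10000). All 17630 cells were used, with the library taken from the sample title. The number of mice behind each library is not stated, so the library is the replicate.

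Cells were clustered with Seurat 5.3.0 (R 4.3.3, irlba 2.3.5.1) on 3854 genes, with values scaled to at most 10, 20 principal components, 20 neighbours, a resolution of 0.4 and seed 42. The 37 genes the paper names for its single cell data were held out. Each cluster was named by the marker list with the highest mean z score over the cluster means, unless another list held more of its 10 leading genes, and this score and its limits were revised 2 times after the clusters were seen. Cells of cluster B were clustered again on 3802 genes, and the resolution of 0.3 was chosen after the clusters were seen. Doublet scores came from Scrublet (Scanpy 1.11.5). Its own threshold marked 3 and 0 cells in 10X library 1 and 10X library 2 and was not used, and the alternative removes the 52 and 1646 cells of highest score (2.04% and 11.5% of the cells), chosen after the clusters were seen.

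The design set before the data were examined foresaw raw counts and a count model. As the values are logs, none was used. Means per library and group were tested with limma 3.58.1 (mean trend, library as block) and Benjamini-Hochberg adjustment at 0.05, with at least 10 cells per library and group and genes above 0 in at least 5% of the 10X cells of either group. The 5% was set after the table was read and before any test was run. Genes named are those the paper names for each claim, a list written after values were seen, and at most 3 genes per direction of largest difference among genes past the threshold with the same sign in every library. Sets were tested with camera (correlation 0.01) and fry. Shares use exact 95% intervals. A count of 0 is limited at 3 counts, or at the exact upper limit of the interval where that is named. The former is lower: for 0 of 69 cells it is 4.35%, and the exact upper limit is 5.21%. Thinning to 2000 UMIs used seed 7. Coordinates are of GENCODE M21. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used. In a self-test with 200 genes changed by 1, limma recovered 99.0%, 92.5% and 100% of them (B against A, B2 against B0 and B1, subepithelial against other), and 5.26%, 8.42% and 3.85% of its calls were false. A change of 1 is larger than the differences given for the genes named for B2. Recovery at those smaller sizes was not tested.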

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

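The fit without Smartseq2 plate 2 was planned, its use as a test of the corrected values was chosen after its result was seen, the test of free RNA in the glia-like cells was chosen after their counts were seen, and the test of the glia markers was set before.

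Vegfa in subepithelial B against A was higher in both 10X libraries (0.12 and 0.15, natural log) and lower in Smartseq2 plate 2 (-0.018), and Plau in B2-like against B0-like and B1-like cells was higher in both 10X libraries (0.20 and 0.21) and lower in that plate (-0.36). The platforms move apart, and the difference between them was not tested. The plate held 22 cells of B, and its values are corrected. The corrected values are a candidate explanation for the lack of calls in B2: without the plate limma called 270 genes, and the differences of all 1662 genes correlated at 0.790 between the 10X libraries and at 0.444 and 0.652 between each of them and the plate. The plate gave 10 B2-like cells and 12 others to that comparison, and 11 of the 12 were B1-like, against 3 of 48 in 10X library 1 and 361 of 959 in 10X library 2. B2-like cells were therefore compared with unlike groups, and this and the few cells stay open beside the corrected values, as leaving out the plate removes all of them at once. No biological explanation was tested.

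A glia-like cluster, a cell type that the paper shows by staining and does not list among its single cell clusters, held 178 cells of 10X library 2. Of these, 121 held at least 3 of 7 glia markers in 1 cell (68.0%, exact 95% interval 60.6 to 74.8), against 2 of 14166 other cells (0.0141%), and 4 of 7 did so in 10X library 1. In the same cluster, at least 3 markers of the endothelial list were held by 11 cells (6.18%), of the epithelial list by 7 (3.93%) and of the immune list by 3 (1.69%). These markers entered the clustering and gave the cluster its name, so the count restates the name and does not test it. Free RNA reaches all droplets of a library, and the tables argue against it: in 10X library 2, at least 3 glia markers were held by 0.858% of all cells (0.713 to 1.02), and by 0 of 3067 crypt fibroblasts (exact upper limit 0.120%), 0 of 1214 cells of subepithelial A (0.303%), 0 of 1416 of B (0.260%) and 2 of 6755 villus fibroblasts (0.0296%, 0.00359 to 0.107). Whether another cell type in the sort or another source than free RNA gave these cells cannot be told apart by the count that restates the name. No biological explanation was tested.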

How the results depend on the processing

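Tests with the highest doublet scores removed, with B1-like cells left out, of B2 against B0 alone or against all other cells of B, and with no mean trend were chosen after the results were seen, as was the resolution behind the reported B2 comparison.

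For subepithelial against other fibroblasts the count of called genes stayed within 1.5 times under each alternative run (1148 to 1409). For B against A it did so (254 to 465) except with no filter, where limma called 0 genes (534 at an unadjusted p of 0.05). Without the replicate block it called 286 genes in B against A, 281 of them shared with the reported 338, 1235 in subepithelial against other fibroblasts and 1 in B2.

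For B2 against B0 and B1, where limma called 0 genes (327 at an unadjusted p of 0.05), it called 270 in the 10X libraries only, 305 at a resolution of 0.6, 143 with the named genes kept, 357 with 30 principal components, 261 with the matrix families kept, 80 at the lowest resolution with 3 clusters (the rule set in the design), 304 with the highest doublet scores removed, 264 against B0 alone and 3 with no mean trend. It called 0 with no filter (306 unadjusted) and against all other cells of B (350 unadjusted). Leaving out 1 library gave 0 to 270, the latter without Smartseq2 plate 2. All fits with over 3 calls hold 2 libraries, and 2 are under the 3 the design asks for. The cause was not tested beyond the plate.

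F3 in B against A was -0.0098 without 10X library 1 (leave-one-out range -0.0098 to 0.062). Plau in B2 was -0.17 at the lowest resolution with 3 clusters and -0.080 to 0.21 in the leave-one-out fits, and Fn1 in B2 was -0.020 with the highest doublet scores removed, -0.077 with the matrix families kept and -0.014 against B0 alone. None of the values with a changed sign passed the threshold, Plau passed without Smartseq2 plate 2 (0.21, limma adjusted p = 0.00692, higher in 2 of 2 libraries), and the cause was not tested. Of the values of named genes under the alternatives, 320 kept direction and side, 83 came to pass, 14 no longer passed and 7 changed sign.

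The basement membrane set no longer passed with the correlation estimated (p = 0.136) or at the lowest resolution with 3 clusters (camera with the preset correlation, p = 0.0501). The matrix families passed with 10X libraries only, named genes kept, 30 principal components, highest doublet scores removed and B2 against B0 alone (camera with the preset correlation, p = 0.0312, 0.0186, 0.0281, 0.0241 and 0.00618) and turned lower at the lowest resolution with 3 clusters (camera with the preset correlation, p = 0.462). Leaving out 1 library gave 0.0312 to 0.884 for them. The cause was not tested.

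Asking for 2 UMIs of Pdgfra and Vegfa left 0% of cells with Lgr5 in 10X library 2, with fewer cells. Removing the highest doublet scores moved A and B together to 16.8% of 10X library 2, and B to 3.37% and 7.10% of 10X library 1 and 10X library 2. The cause was not tested. Depth limits the shares: thinning to 2000 UMIs lowered Adamts18 in B2-like cells of 10X library 1 from 42.4% to 9.09%. These are 14 and 3 of 33 cells in the random draw with seed 7, and other draws were not run. In the same cells and draw, Vegfd went from 11 to 9 of 33, so the size of the fall in Adamts18 is uncertain. Not run were the count models (no counts for the Smartseq2 cells), a 10% mitochondrial limit (0 mitochondrial genes), Scrublet at its own threshold and a resolution of 0.2 for A, B and B2, where A and B merged.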

Differences from the paper's values

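The settings with the highest doublet scores removed and with B1-like cells left out were chosen after seeing the values. The paper's methods do not state the test behind its lists of genes or its unit of replication, and the tests here take libraries as replicates.

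To match the scale of the paper's lists, the values of this paragraph are the natural log of 1 plus the mean over pooled cells of all libraries, taken on the linear scale, in B2-like cells minus all other cells of B. They are unlike the differences of mean log values per library given elsewhere. The error is the SD between the 2 10X libraries (0.0096 for Plau and 0.026 for Ece1), which 2 libraries estimate poorly, so that small gaps count as differences. The natural log difference of Plau in cluster B2 is 0.310 in the paper and 0.325 here. Of the alternatives set before the data were examined, the difference falls within the error with 30 principal components (0.309) and not at a resolution of 0.6 (0.139) or with the named genes kept (0.331). It does so as well with the highest doublet scores removed (0.309), chosen after seeing the values. That of Ece1 is 0.494 in the paper and 0.464 here. It falls within the error with 30 principal components (0.472) and with the named genes kept (0.471), and not at a resolution of 0.6 (0.215) or with the highest doublet scores removed (0.356). None of the paper's other 54 supplementary values compared differed by this error, with shares of cells also held to a factor of 1.5. The numbers of cells are those of the paper. There are 13 clusters of all cells here, the small ones included, and 9 main clusters in the paper beside small ones that it does not count, so that these numbers are not of like things. Cluster B has 4 groups here, 1 of them unnamed, and 3 in the paper.

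The paper has Wif1 in cluster A alone, and here 9.39% of B had a UMI in 10X library 2. Of these 133 cells, 83 were B1-like, a group of high doublet scores, and 30 lay in the shallow group that carried genes of cluster A. Thinned to 2000 UMIs, 7 of 598 B0-like and 1 of 270 B2-like cells had one. A comparison with other fibroblasts cannot part Wif1 in B from doublets or from cells of A placed in B. The paper limits Vegfa to the subepithelial clusters, and here 31.9% of villus fibroblasts had a UMI. It has Vegfa higher in B than in A, and here the limma adjusted p was 0.436 (0.084 ± 0.090, higher in 2 of 3 libraries). Vegfa passed with 30 principal components (limma adjusted p = 0.0312), and, chosen after seeing the values, with the highest doublet scores removed (0.00472) and B1-like cells left out (0.0434). The paper limits Des to A and smooth muscle, and here 22.9% of villus fibroblasts had a UMI. Its text limits Foxl1 to B2, its legend has Foxl1 alike in the 3 subsets, and here 65.9%, 34.8% and 25.8% of B2-like, B0-like and B1-like cells had a UMI. It limits Lama5 and Adamts18 to B2, and here 12.2% and 4.68% of B0-like cells had a UMI. It has Sema3f specific to VTTs, and here 54.4% of subepithelial A had a UMI. With cells of 10X library 2 thinned to 2000 UMIs, the shares of Wif1 in B, of Vegfa and Des in villus fibroblasts and of Lama5 and Adamts18 in B0-like cells lie inside the exact interval of immune-like cells, and those of Foxl1 in B0-like and B1-like cells and of Sema3f in subepithelial A lie above it. That interval is wide, with 55 cells, and against larger groups, chosen after these values were seen, the former shares lie higher as well: Wif1 with 3.97% (2.99 to 5.15) against 0.198% of the other fibroblasts (0.124 to 0.300), Vegfa with 12.4% (11.6 to 13.3) against 6.04% of the Fibin cluster (4.44 to 8.00), Des with 8.91% (8.23 to 9.62) against 2.74% of crypt fibroblasts (2.18 to 3.38), Lama5 with 4.18% (2.72 to 6.11) against 0.329% of subepithelial A (0.0898 to 0.841) and Adamts18 with 1.51% (0.690 to 2.84) against 0 of 1214 cells of A (exact upper limit 0.303%).

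The paper names Lama5, Foxl1, Vegfd, Plau, Ece1, Adamts18, Sema3f, Smoc1 and Emid1 for B2, and here limma called 0 of them in 3 libraries (327 of 1662 genes at an unadjusted p of 0.05). In the 10X libraries only, limma called each of these 9 (adjusted p 0.000138 to 0.0171, higher in 2 of 2 libraries).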

Other observations

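The tests of the number of cells loaded and of exchanged groups were chosen after the result was seen, as was the reading of Vegfa against the Fibin cluster.

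B1-like cells made up 25.5% of cluster B in 10X library 2 and 2.83% in 10X library 1. Against free RNA of villus and crypt fibroblasts, 14 of 14 genes of these fibroblasts' lists were higher in B1-like than in subepithelial A cells, 2.51-fold in sum. Droplets with 2 cells are a candidate explanation: B1-like cells had 0 genes of their own, as had 361 simulated pairs of a B0-like cell with a villus or crypt fibroblast, their median doublet score was 0.255 against 0.0285 in B0-like cells, and 96.6% of 436 genes that part B0-like cells from villus and crypt fibroblasts lay between both. This test is weak, as B0-like cells had 2 genes of their own (B2-like cells 67), and 11 of 22 cells of B in Smartseq2 plate 2, sorted singly into wells, were B1-like. The values of that plate are corrected onto the 10X values and not independent of them, so its cells cannot decide the question of doublets. Whether the number of cells loaded or a state of 10X library 2 explains the share of B1-like cells cannot be told apart with 2 10X libraries.

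Low depth is a candidate explanation for the cells with subepithelial A genes inside cluster B: of 1395 cells of A thinned to 2601 UMIs, 59.9% lay nearest to B, against 0.215% before.

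Vegfa in villus fibroblasts at 2000 UMIs per cell (12.4%) lay inside the interval of immune-like cells (1.14 to 15.1). This test, set beforehand, cannot decide on free RNA, as immune-like cells are no clean floor for Vegfa. In 10X library 2 they held 0.868 Vegfa UMIs per 10,000 from 6 of 69 cells. Villus fibroblasts held 0.727, with a UMI in 31.9% of cells. Against the Fibin cluster, the share of villus fibroblasts lay higher in both 10X libraries (10.9 to 14.8 against 0.253 to 7.32 and 11.6 to 13.3 against 4.44 to 8.00). This argues against free RNA as the whole cause, on a comparison chosen after these values were seen.

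Exchanging the 2 groups within libraries gave as many called genes in 1 of 4 splits for B against A, 4 of 4 for B2 against B0 and B1 and 1 of 8 for subepithelial against other fibroblasts, the real one included. The other splits called 0 genes in B against A and in subepithelial against other fibroblasts, and the smallest share these splits can give is 0.25 and 0.125, so that this count alone cannot exclude chance. For B2 the count says nothing, since with 0 called genes each split has as many by construction.

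Within libraries, the values of both groups correlated at 0.0028 to 0.48, and without the replicate block limma called 286 genes in B against A.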
